# Identifying microRNAs and Their Editing Sites in *Macaca mulatta*

**DOI:** 10.3390/cells8070682

**Published:** 2019-07-05

**Authors:** Qingyi Wang, Zhigang Zhao, Xiaotuo Zhang, Chenyu Lu, Shuchao Ren, Shipeng Li, Junqiang Guo, Peiran Liao, Bingbing Jiang, Yun Zheng

**Keywords:** miRNA, microRNA editing, *Macaca mulatta*, small RNA-seq, bioinformatics

## Abstract

MicroRNAs (miRNAs) are small non-coding RNAs that are critical in post-transcriptional regulation. *Macaca mulatta* is an important nonhuman primate that is often used in basic and translational researches. However, the annotation of miRNAs in *Macaca mulatta* is far from complete, and there are no reports of miRNA editing events in *Macaca mulatta*, although editing may affect the biogenesis or functions of the miRNAs. To improve miRNA annotation and to reveal editing events of miRNAs in *Macaca mulatta*, we generated 12 small RNA profiles from eight tissues and performed comprehensive analysis of these profiles. We identified 479 conserved pre-miRNAs that have not been reported in *Macaca mulatta* and 17 species specific miRNAs. Furthermore, we identified 3386 editing sites with significant editing levels from 471 pre-miRNAs after analyzing the 12 self-generated and 58 additional published sRNA-seq profiles from 17 different types of organs or tissues. In addition to 16 conserved A-to-I editing sites, we identified five conserved C-to-U editing sites in miRNAs of *Macaca mulatta* and *Homo sapiens*. We also identified 11 SNPs in the miRNAs of *Macaca mulatta*. The analysis of the potential targets of 69 miRNAs with editing or mutation events in their seed regions suggest that these editing or mutation events severely changed their targets and their potential functions. These results significantly increase our understanding of miRNAs and their mutation/editing events in *Macaca mulatta*.

## 1. Introduction

MicroRNAs are small non-coding RNAs with about 22 nucleotides that could repress their target mRNAs [1]. The miRNA system is conserved from worms to mammals [2,3], which indicates its important functions. MiRNAs are involved in many biological processes including cell cycle, differentiation, development, metabolism, and so on [4,5,6,7,8,9]. Recent studies have emphasized the essential roles of miRNAs in diverse diseases [10,11,12,13].

Some miRNAs may be edited in multiple ways during their biogenesis processes [14,15,16,17,18,19,20,21,22,23,24,25,26]. These editing events could either change the nucleotide of mature miRNAs, such as Adenosine-to-Inosine (A-to-I) editing [27], or change the secondary structures of pre-miRNAs and processing of mature miRNAs [26,28,29,30]. Adenosine-to-Inosine (A-to-I) editing is performed by ADAR (adenosine deaminase) on the double-stranded RNAs [14,25] to convert an adenosine residue into an inosine residue [18,24,25]. Inosine residue converted from adenosine in RNA is read as guanosine during reverse transcription for RNA-seq [17,18,24,25,31].

C-to-U editing is performed by apolipoprotein B mRNA editing catalytic polypeptide-like (APOBEC) enzymes [32,33,34]. C-to-U editing is widely existing in plant mitochondria and chloroplasts [33]. Recently, it was reported that some animal miRNAs have C-to-U editing sites as well [32,35,36].

Many miRNAs were modified at their 3’ end to add non-templated nucleotides, especially U and A [17,20,26,37]. Generally, 3’-U and 3’-A induces and prevents the degradation of miRNAs, respectively [38]. 3’-A may also affect the loading of mature miRNAs to RNA-induced silencing complex (RISC) [20]. Since Single Nucleotide Polymorphisms (SNPs) also change the nucleotide sequences of miRNAs, the transcription and processing of pri-miRNAs and pre-miRNAs, maturation of mature miRNAs, and/or complementarity to mRNAs could be affected by SNPs [39,40]. The SNPs and abnormal editing events in miRNAs have been linked to severe diseases [41,42].

*Macaca mulatta* is an important model primate animal and widely used in basic and translational research as a nonhuman primate [43]. However, the annotation of miRNAs in *Macaca mulatta* is far from complete and accurate. There are only 626 annotated pre-miRNAs of *Macaca mulatta* in the latest version of miRBase (v22) [44], which is much less than the 1917 in *Homo sapiens*, although both two species are primates. The Ensembl database (version Mmul_8.0.1) contains 1951 annotated miRNAs, of which 1331 ones did not include the annotation of mature miRNAs. The editing events in miRNAs of *Macaca mulatta* are still largely unexplored.

With the development of high throughput sequencing technologies recently, the small RNAs, including miRNAs, edited miRNAs, miRNAs originated from mutated DNAs, and fragments of mRNA degradation products, in the samples could be obtained with high throughput sequencing profiles of small RNAs. The small RNA sequencing (sRNA-seq) profiles thus could be used to identify miRNA genes in genome and their editing sites.

Therefore, to improve the annotation of miRNAs in *Macaca mulatta* and to comprehensively identify Mutation/Editing (M/E) sites in miRNAs of *Macaca mulatta*, we sequenced small RNAs for 12 samples from eight different tissues of *Macaca mulatta* and performed comprehensive identification of both conserved and non-conserved miRNAs. Furthermore, to identifying editing sites in miRNAs of *Macaca mulatta* in different organs or tissues, we then collected 58 published sRNA-seq profiles, and systematically analyzed 70 sRNA-seq profiles (including the 12 self-generated and 58 published ones) from 17 different types of organs or tissues. To examine conservation of editing sites in miRNAs of *Macaca mulatta*, the identified M/E sites were compared to the miRNA editing sites in *Homo sapiens*. Since the M/E sites in seed regions may change the potential targets of miRNAs, we examined the targets of miRNAs with M/E sites in their seed regions, and the potential functions of the original and edited/mutated miRNAs by analyzing the enriched Gene Ontology (GO) terms and KEGG pathways of their targets.

## 2. Results and Discussion

### 2.1. Collection of Tissue Samples and sRNA-Sequencing

We collected twelve samples from the eight different tissues of two wild type *Macaca mulatta* animals, namely muscle (2), liver (1), kidney (2), small intestine (2), large intestine (2), lung (1), spinal cord (1), and occipital lobe (1) without treatments. 

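Each of the 12 profiles came from 1 small RNA library. Kidney, muscle, small intestine and large intestine had 2 profiles each, numbered as in Table S1, and the other 4 tissues had 1 profile each. The spread between profiles of a tissue could therefore be measured only in 4 pairs, and liver, lung, spinal cord and occipital lobe had no replicates. The sample labels give an age of 36 months for all samples, and the paper's text does not say which animal each profile came from. To make the profiles, the authors kept reads whose first nucleotides had sequencing scores of 30 or higher, removed the 3’ adapter and counted identical sequences of 18 nucleotides or longer. They deposited these counts without normalization, as 1 list of unique sequences per profile. The counts of each list added up to exactly the number of valid reads that the paper gives in Table S1. This number ranged from 22118095 in large intestine 1 to 25579064 in kidney 1, with a median of 23808362.5. Between 278383 unique sequences (small intestine 1) and 825750 (liver) were listed, and the longest had 44 nucleotides. The share of reads with 21 to 23 nucleotides, the length of most mature miRNAs, was lowest in liver (57.3%) and highest in kidney 1 (80.5%). A few sequences took many of the reads. The 10 most abundant sequences of a profile held 23.9% of the reads in liver and 63.8% in small intestine 2.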

The small RNAs of obtained samples were sequenced with Illumina HiSeq 2000 sequencer, and generated at least 20 million small RNA reads for each of these 12 samples (Table S1). We aligned these 12 sRNA-seq profiles to different categories of molecules and found that most of the obtained sRNA sequencing reads could be aligned to the genome (see Table S2 and Figure S1b), suggesting the qualities of the obtained profiles are good. These 12 sRNA-seq profiles were available at the NCBI GEO database under the series accession number GSE124417.

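The unique sequences were compared here, over their full length and without mismatches, with the 832 pre-miRNA sequences that could be read from Table S3. The reads with such a match ranged from 36.8% of the valid reads in liver to 69.3% in kidney 1, with a median of 59.7%. The paper's reported shares for pre-miRNAs in Table S2 range from 39.3% to 70.9%, with a median of 61.9%. When 1 mismatch and a non-templated 3’ tail of at most 2 nucleotides were allowed, the share rose to between 55.8% and 95.4%, with a median of 87.6%. The alignment to the genome was not repeated here. Its shares as reported by the paper range from 57.1% in large intestine 1 to 73.9% in kidney 1, with a median of 65.7% of the reads. Among unique sequences, the paper's reported shares are lower, with a median of 32.1%. From the share of reads on the genome, the paper proposes that the profiles are of good quality.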

### 2.2. Identifying Conserved miRNAs of Macaca mulatta

To obtain a better annotation of miRNAs in *Macaca mulatta*, we first downloaded the 626 miRNAs of *Macaca mulatta* in the miRBase (v22) [45] and 1951 transcripts annotated as miRNAs in the Ensembl database (version Mmul_8.0.1). Then, by using a computational pipeline proposed previously [46] (see Figure S1a, and details in Materials and Methods), we totally found 992 conserved pre-miRNAs (Figure 1a). These three sets were compared based on their genomic loci (as shown in Figure 1a) and merged to obtain a list of 1525 pre-miRNAs (Table S3). 

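Of the 832 pre-miRNAs that could be read from Table S3, 515 are marked as found in the study. Among these, 399 are also in miRBase or Ensembl and 116 were found only in the study. A pre-miRNA was regarded as detected when at least 10 reads of the 12 profiles together matched it exactly, and a read that matched several pre-miRNAs was counted for each of them. By this rule, 335 of the 399 pre-miRNAs also in a database (84.0%) and 64 of the 116 found only in the study (55.2%) were detected. Their abundances differed widely, with a median of 787 reads for the former and 14 reads for the latter. At least 1 read was found for 507 of the 515 pre-miRNAs. The study chose these pre-miRNAs with the same 12 profiles, so that their detection is not independent of that choice. The minimum of reads moved the number of detected pre-miRNAs most, to 272 with at least 100 reads. Reads that matched a single pre-miRNA detected 328. Of the pre-miRNAs in both databases but not found in the study, 71 of 153 (46.4%) were detected, and of those only in miRBase, 22 of 55.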

There are 1331 pre-miRNAs that are only reported in Ensembl database and do not have mature miRNA annotation. Therefore, we aligned the mature miRNAs in the miRBase (v22) to these 1331 pre-miRNAs and found mature miRNAs for 293 of these 1331 pre-miRNAs. It still needs more evidence to verify whether the 1038 remaining pre-miRNAs in the Ensembl database are real miRNAs.

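Table S3 as read here holds 109 pre-miRNAs that are reported only in Ensembl and have mature miRNAs assigned to them. The 12 profiles held at least 10 exactly matching reads for 29 of them (26.6%) and no read for 56. Reads for 9 of the 109 were seen in every profile. In 15 of the 29, at least 65% of the reads began and ended within 2 nucleotides of the ends of a mature miRNA.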

### 2.3. Expression Patterns of Conserved miRNAs in Different Tissues/Organs

The RPTM values of 2756 mature miRNAs in the 1525 pre-miRNAs were calculated using a computational pipeline introduced previously [46]. 

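To count mature miRNAs, a read was assigned to a mature miRNA when it matched the pre-miRNA exactly and both of its ends lay within 2 nucleotides of the ends of the mature miRNA. Mature miRNAs with identical sequences were counted once, which left 1221 sequences under 1392 names. Between 35.9% (liver) and 68.4% (kidney 1) of the valid reads were assigned in this way. The abundance was expressed as reads per 10000000 valid reads (RPTM), so that the most abundant miRNAs lower the values of the others. In the kidney profiles, mml-miR-10b-5p alone took 54.2% and 51.3% of the assigned reads, and in the large intestine profiles mml-miR-143-3p took 45.3% and 58.8%. The largest share in spinal cord was 18.0%, for mml-miR-181a-5p. At least 1 read was found for 771 mature sequences. The filter of the study, a mean of at least 5 RPTM and a standard deviation of at least 1, kept 370 sequences under 413 names. Counting only reads identical to the mature sequence moved this number most, to 262.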

After removing miRNAs with very low abundances, 320 miRNAs were selected for further analysis (as listed in Table S4). Next, we performed hierarchical clustering and Principle Component Analysis using the RPTM values of selected miRNAs (see Materials and Methods). As shown in Figure 1b, some miRNAs were highly expressed in specific organs or tissues. 

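Differences between tissues were tested with the quasi-likelihood test of edgeR (two-sided, Benjamini-Hochberg adjustment) on the read counts of the 370 selected miRNAs, normalized with the TMM method. The 12 profiles formed 7 groups, in which occipital lobe and spinal cord made up 1 neural group, and each group with 2 profiles was compared to the mean of the other 6 groups. The difference between occipital lobe and spinal cord therefore counted as spread. Liver and lung have 1 profile each and were not tested. With an adjusted p under 0.05, 84 miRNAs were higher and 54 lower in muscle, 48 higher and 18 lower in kidney, and 161 higher and 89 lower in neural tissue. In small intestine 50 miRNAs were higher and 16 lower, and in large intestine 42 were higher and 18 lower. Some of the higher miRNAs had larger RPTM values in both profiles of the tissue than in every other profile. These were 31 in muscle, 12 in kidney, 139 in neural tissue, 12 in small intestine and 1 in large intestine. Dividing by the total valid reads in place of the TMM factors moved the number of higher miRNAs from 42 to 21 for large intestine and from 161 to 231 for neural tissue. The TMM factors ranged from 0.597 (large intestine 2) to 2.37 (spinal cord). Between the 2 profiles of a tissue, the median absolute log2 difference of a miRNA was between 0.45 (kidney) and 0.51 (large intestine). In small intestine, mml-miR-802-5p had 376 and 103 RPTM, against at most 1.25 in the other profiles, with a log2 fold change of 11.90 (standard error 0.81, edgeR adjusted p = 2.2e-06, 2 profiles against 10). The other profiles held few reads of it, so that the size of this fold change rests on values near the floor. This limit holds for any miRNA with few reads outside its tissue. The values of mml-miR-215-3p were 270 and 115 RPTM in small intestine and at most 14.5 elsewhere, and those of mml-miR-215-5p were 166876 and 183652 RPTM against at most 18791. In large intestine, mml-miR-196b-5p had 1265 and 1117 RPTM, close to the 968 RPTM in muscle 1, with a log2 fold change of 5.85 (standard error 0.60, edgeR adjusted p = 2.4e-05). Whether profiles with the same number deviate together was checked across miRNAs, which are not independent replicates. The deviations of same-numbered profiles had a mean correlation of 0.038 over the 6 pairs of tissues (from -0.104 to 0.134). With the replicate number as a block on the 8 numbered profiles, 74 of 304 tested miRNAs were higher in muscle, 47 in kidney, 44 in small intestine and 48 in large intestine. Without the block, the same 8 profiles gave 76, 49, 44 and 49, in a comparison chosen after seeing the data. The numbers are not stated to stand for animals, so that the block is not known to pair profiles by animal. At the listed SNP mml-mir-501_52_G_a, 163 of 190 reads were changed in kidney 1 and 0 of 18 in muscle 1. In kidney 2 these were 1 of 19, and in muscle 2 996 of 1005. If this 1 site reflects the donor, equal numbers in kidney and muscle would not stand for 1 animal. The block and the correlation therefore cannot decide whether profiles pair by animal. The block fit gave a log2 fold change of 11.34 for mml-miR-802-5p (edgeR adjusted p = 3.8e-05) and of 2.83 for mml-miR-196b-5p (edgeR adjusted p = 0.016).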

For example, it had been reported that miR-1 and miR-133 form a highly conserved miRNA cluster in the genome and are critical regulators of skeletal muscle proliferation and differentiation [47]. Consistent with this work, our results show that mmu-miR-1a/b-3p and mml-miR-133a/b/c-3p are highly expressed in the two muscle samples (in Rectangle 1 of Figure 1b and Set 1 of Table S5). mmu-miR-10a-5p and mml-miR-10b-5p are highly expressed in the two kidney samples, which is consistent with previous results of highly expressed miR-10a in mouse kidney [48]. In addition, as shown in Figure 1b, there are much more highly expressed miRNAs in the two neural tissue samples, i.e., occipital lobe and spinal cord.

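The mature sequence of miR-1-3p, shared by mml-mir-1-1 and mml-mir-1-2, begins with the first 6 nucleotides of the 3’ adapter. It had 940 and 527 RPTM in muscle 1 and muscle 2 and at most 28.2 RPTM (small intestine 1) in the other 10 profiles, a log2 fold change of 7.93 (standard error 0.57, edgeR adjusted p = 3.5e-07, 2 profiles against 10). The annotated 5’ ends of mml-miR-133a-3p and mml-miR-133c-3p differ by 1 nucleotide. A read that matched both was counted for the miRNA with the closer start, so that their values split a shared pool of reads. For mml-miR-133a-3p, 49899 and 52554 RPTM were found in muscle and at most 236 RPTM elsewhere, with a log2 fold change of 9.73 (standard error 0.45, edgeR adjusted p = 7.2e-09). The abundance of mml-miR-133c-3p was 79804 and 92137 RPTM in muscle against at most 675 RPTM, with a log2 fold change of 9.20 (standard error 0.55, edgeR adjusted p = 8.9e-08). Less abundant was mml-miR-133b-3p, with 3504 and 6124 RPTM against at most 32.1 RPTM and a log2 fold change of 9.50 (standard error 0.37, edgeR adjusted p = 2.1e-09). In the T2T-MMU8v2.0 annotation, MIR133B lies beside MIR206 between IL17A and PKHD1, and MIR133A lies beside MIR1-2 within MIB1. The largest changes in muscle were those of mml-miR-208b-3p (log2 fold change 11.53, standard error 0.57, edgeR adjusted p = 1.2e-08) and mml-miR-206-3p (10.05, standard error 0.78, edgeR adjusted p = 3.7e-06), which was found at 117 and 137 RPTM. In kidney, mml-miR-10b-5p, whose gene lies within HOXD4, had 3705810 and 2821420 RPTM. Its next highest values were the 1744760 and 1408970 RPTM in muscle, and its log2 fold change in kidney was 4.67 (standard error 0.71, edgeR adjusted p = 0.00052). The other arm, mml-miR-10b-3p, had a log2 fold change of 5.15 (standard error 0.77, edgeR adjusted p = 0.00052). For mml-miR-10a-5p, encoded within HOXB3, the kidney profiles had 480356 and 310602 RPTM, while lung had 474119 and the large intestine profiles 371149 and 323965 RPTM. The lowest value was the 1146 RPTM in occipital lobe. Its log2 fold change in kidney was 1.69 (standard error 0.74, edgeR adjusted p = 0.134), which did not pass the threshold. In this fit, the difference between occipital lobe and spinal cord counted as spread. With the 8 tissues as groups, mml-miR-10a-5p passed (log2 fold change 2.67), so that the call depends on the grouping. With the replicate number as a block on the 8 numbered profiles, the log2 fold change was 0.85 for mml-miR-10a-5p (edgeR adjusted p = 0.091) and 2.49 for mml-miR-10b-5p (edgeR adjusted p = 0.0012). In muscle, the block fit gave 6.45 for miR-1-3p (edgeR adjusted p = 2.3e-07), 8.26 for mml-miR-133a-3p, 8.20 for mml-miR-133b-3p and 7.84 for mml-miR-133c-3p. The miRNAs of kidney with the largest changes were mml-miR-599-5p (log2 fold change 9.82, standard error 0.71, edgeR adjusted p = 7.7e-06) and mml-miR-489-3p (6.29, standard error 0.98, edgeR adjusted p = 0.00086).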

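A miRNA was counted as highly expressed in a profile when its RPTM value lay at least 1 standard deviation above its mean over the 12 profiles. This held for 186 of the 370 miRNAs in spinal cord and 160 in occipital lobe. In the other 10 profiles, the number ranged from 7 (large intestine 2) to 76 (lung), with a median of 31.5. Requiring at least 4 times the mean of the other tissues gave the smallest numbers, 92 in spinal cord, 69 in occipital lobe and between 1 and 29 in the other 10 profiles. Both criteria used RPTM values without TMM factors, so that differences in library composition can add to these numbers. The TMM factors were largest in spinal cord (2.37), occipital lobe (1.77) and lung (1.53) and smallest in large intestine 2 (0.597). With TMM factors, the edgeR test still had the most higher miRNAs in neural tissue, 161 against 84 in muscle as the next. The 3 miRNAs with the largest change in neural tissue were each more than 100 times as abundant there as in any other profile. The mature sequence of mml-miR-219-2-3p had 2329 RPTM in occipital lobe and 18457 RPTM in spinal cord, against at most 5.65 RPTM, with a log2 fold change of 10.25 (standard error 0.56, edgeR adjusted p = 2.6e-08, 2 profiles against 10). For mml-miR-9-3p (copies mml-mir-9-1 and mml-mir-9-2), 688 and 855 RPTM were found against at most 2.95 RPTM, with a log2 fold change of 10.25 (standard error 0.67, edgeR adjusted p = 1.9e-07). The sequence of mml-miR-124a-3p, shared by 3 pre-miRNAs, had 10508 and 3278 RPTM against at most 7.26 RPTM and a log2 fold change of 9.76 (standard error 0.52, edgeR adjusted p = 2.6e-08).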

As shown in Figure 1b,c, samples of the same or similar types of organs/tissues were correctly grouped together, suggesting that these conserved miRNAs carry important molecular information that are specific to different types of organs and/or tissues.

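The distance between profiles was the Euclidean distance over log2(RPTM + 1) of the 370 selected miRNAs. The 4 pairs of profiles from the same tissue lay between 14.7 and 17.5 apart, with a mean of 16.1. All other pairs lay between 19.8 and 74.9 apart, with a mean of 50.4. Each of the 8 profiles of these tissues had the other profile of its tissue as its nearest profile. Occipital lobe and spinal cord were nearest to each other at a distance of 29.5, larger than that within any tissue. Liver and lung lay nearest to large intestine 2, at 41.1 and 38.3. The mean distance within the 4 pairs was the smallest among all ways to draw 4 pairs from the 12 profiles (exact permutation test, one-sided, p = 1.9e-05, the smallest p that this design allows). A pseudocount of 0.1 lowered the ratio of the mean distances most, from 3.12 to 2.53, with the same p. In the principal component analysis, the first component held 48.4% and the second 20.0% of the variance. Occipital lobe and spinal cord stood apart on the first component, with scores of 51.7 and 53.7, while no other profile was above -3.34. Muscle 1 and muscle 2 stood apart on the second component, with scores of 31.9 and 35.3 and at most 0.0223 in the others. From this grouping, the paper proposes that the conserved miRNAs carry information specific to organs and tissues.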

### 2.4. Identifying Species Specific miRNAs of Macaca mulatta

As shown in Figure S1c, in addition to the conserved miRNAs, we also identified 17 species specific miRNAs (as listed in Table S6) by using a set of stringent criteria for annotating miRNAs [46,49]. For examples, three of the 17 species specific miRNAs are shown in Figure 2. As shown in Figure 2a, the mature miRNAs of both strands of the pre-miRNAs were detected in the 12 self-generated sRNA-seq profiles with a 2 nt overhang at the 3’ end, which is one of typical characteristics of miRNAs cleaved by Dicer. 

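The mature sequences printed in Figure 2a were searched in the unique sequences of the 12 profiles, allowing the ends of a read to shift by at most 2 nucleotides. For t18078-pre, the mature miRNA of the 5’ arm (AAAAGGAAUUGCGGUUUUUGAC) had 318 reads, of which 263 were identical to it, and that of the 3’ arm (CAAAAACCGCAGUUACUUUUGC) had 6 reads. Most of these reads came from muscle, with 107 RPTM in muscle 2 and 28.0 RPTM in muscle 1 for the 5’ arm. For t3184644-pre, the 5’ arm had 140 reads in 11 profiles, at most 11.8 RPTM (lung), and the 3’ arm had 23 reads in 9 profiles. For t4215262-pre, the 3’ arm had 230 reads in 10 profiles, with 45.5 RPTM in muscle 1 and 24.8 RPTM in muscle 2. Its 5’ arm had 5 reads, all in muscle 1 and all identical to the printed sequence. On the 3’ arms, fewer of the reads were identical to it. These were 16 of 230 for t4215262-pre, 5 of 23 for t3184644-pre and 2 of 6 for t18078-pre. For the 5’ arm of t3184644-pre, 71 of 140 were identical. The pre-miRNA sequences themselves were not analysed here, so that the overhang was not measured.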

The distributions of sequencing reads on these three miRNAs also demonstrated clear accumulations in the regions of real mature miRNAs (see Figure 2b). Other species specific miRNAs in Table S6 also had similar distributions of sequencing reads as those in Figure 2b.

### 2.5. Summary of Mutation and/or Editing Sites in miRNAs of Macaca mulatta

To have a comprehensive view of the miRNA editing events of *Macaca mulatta*, we collected 58 public sRNA-seq profiles from different tissues or organs, and analyzed 70 (the 12 self-generated and 58 public) sRNA-seq profiles (as listed in Table S7) with the MiRME pipeline using the default settings [36] (see Figure S1d, and details in Materials and Methods). 

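The 12 self-generated profiles were searched here for M/E sites, and the public profiles were not used. Each unique sequence was aligned to the pre-miRNAs of Table S3 without gaps, allowing 1 mismatch and a non-templated 3’ tail of at most 2 nucleotides, and only its best alignments were kept. A sequence that matched any of the pre-miRNAs exactly was therefore never counted as edited. The authors also aligned the reads to the genome and corrected for cross-mapping, and neither step was repeated here. The editing level of a site is the percentage of the reads covering it that carry the changed nucleotide. The criteria of the study were applied in each profile on its own, namely a level of at least 5%, at least 10 edited reads and an adjusted p under 0.05. The p came from an exact one-sided binomial test against an error rate of 0.001, which is the error at a sequencing score of 30, with Benjamini-Hochberg adjustment over all sites and profiles. The 95% confidence intervals given with the levels of single profiles are Wilson intervals, and a level of 0 is given with its floor, the level that 3 edited reads would make. Reads without molecular identifiers are not independent molecules, so that these intervals and floors cover counting error only.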

After combining the results from the 70 sRNA-seq profiles, we totally obtained 58488 M/E sites in the conserved miRNAs of *Macaca mulatta*, of which 3386 sites in 471 pre-miRNAs had significant editing levels in at least one of the 70 samples selected (as listed in Table S8). In addition to conserved miRNAs, we also found 19 M/E sites with significant editing levels, i.e., thirteen 3’-A, four 3’-U and two SNP sites, in species specific miRNAs (as listed in Table S9).

As shown in Figure 3a, we then classified the 3386 significant M/E sites based on their positions at pre-miRNAs or mature miRNAs into nine different categories, i.e., 3’-A, 3’-U, 3’-Other, 5’ site, A-to-I, C-to-U, Other, SNP and Pseudo site (see [36] for more information of different types of editing sites). 

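In the 12 profiles, 31440 M/E sites had at least 1 read, and 3044 sites in 436 pre-miRNAs were significant in at least 1 profile. A change in the last nucleotides of the read or at the 3’ end of the mature miRNA was found at 958 sites adding an A (3’-A, 31.5%), 630 adding a U (3’-U, 20.7%) and 1156 with other additions (3’-Other, 38.0%). At the 5’ end lay 109 sites (3.58%). Within the mature miRNAs, 33 sites were A-to-I, 25 were C-to-U and 110 were other changes. The remaining sites were 20 outside the mature miRNAs and 3 SNPs that the study lists. The categories depend on the rule that assigns sites to the ends of mature miRNAs. The first rule, replaced after its counts were seen, gave 56 A-to-I, 26 C-to-U and 176 other central sites. With it, 0 sites lay outside the mature miRNAs. A minimum of 20 edited reads moved the number of significant sites most, to 2326. The number per profile ranged from 1005 in large intestine 2 to 1735 in occipital lobe. Where pre-miRNAs share reads, a true change in 1 of them can lead to other calls on another, which occurred for 42 of 221 calls on simulated data. Another 63 of these calls were the simulated change on a copy with the same mature sequence.

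**Figure D1:**
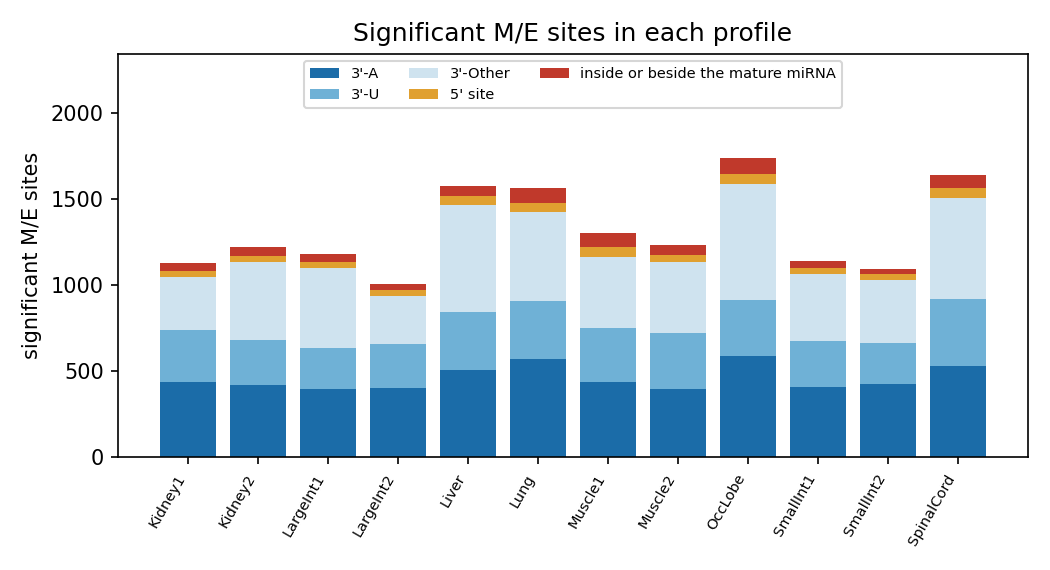
Numbers of significant M/E sites by category in each of the 12 profiles, as stacked bars. Large intestine 2 has the fewest sites (1005) and occipital lobe the most (1735), and in every profile the 3’ categories make up most of the bar.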

After comparing to the results of *Homo sapiens* [36], we found that the percentages of 3’-A and 3’-Other were much larger than those in *Homo sapiens* brain tissues or cell lines. However, the percentages of 3’-U and 5’ sites were intensively decreased.

Next, we examined different types of editing not at the either ends of mature miRNAs. As shown in Figure 3b, there were 32 significant A-to-I and 24 C-to-U editing site, respectively. 

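Together with the 3 SNPs that the study lists, the significant central sites of the 12 profiles held 33 A-to-G, 35 U-to-C, 31 G-to-A and 25 C-to-U changes. Like the categories, the counts of changes rest on the rule for the ends of mature miRNAs. Less frequent were 15 U-to-G, 7 A-to-U and 7 U-to-A changes, followed by 6 C-to-A, 6 A-to-C, 4 G-to-U and 2 C-to-G changes. The levels differed between these types. Taking for each site its highest level, the median was 28.1% for A-to-G and 17.2% for C-to-U, but 88.9% for G-to-A, 92.0% for A-to-C and 100% for G-to-U. The sites are not all distinct, since a read shared by several pre-miRNAs was counted on each. Some sites on copies of mml-miR-548 had equal counts, for example 16 of 18 changed reads in muscle 1 at mml-miR-548p-3_73_G_a and mml-miR-548p-6_71_G_a. At mml-miR-548as-2_72_U_g and mml-miR-548d-18_76_U_g, 126 of 126 reads in kidney 1 were changed. The counts and medians of the types can therefore rest on shared reads. Of the 33 A-to-G sites 21, and of the 25 C-to-U sites 20, were significant in more than 1 profile.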

Meanwhile, our results show that there were many G-to-U and A-to-C sites in miRNAs of *Macaca mulatta* (see Figure 3b), which is very different from those found in *Homo sapiens* brain samples [36].

Some miRNAs may have multiple 3’ editing sites. However, there are only one or two Central editing sites on the same pre-miRNAs (Figure 3c). 

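Of the pre-miRNAs with at least 1 significant central site or listed SNP in the 12 profiles, 102 had 1 such site, 27 had 2 and 4 had more, with at most 5. Sites at the 3’ end were found in 379 pre-miRNAs, with a median of 6 and at most 28 per pre-miRNA. Of these, 263 pre-miRNAs had at least 3 sites at the 3’ end. The 5’ sites were spread over 83 pre-miRNAs, of which 63 had 1 site.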

The number of miRNAs with 5’ editing site in the selected *Macaca mulatta* samples was much smaller than those in *Homo sapiens* brains (Figure 3c).

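Together, the 3’ categories held 2744 of the 3044 significant sites (90.1%) in the 12 profiles. In single profiles, this share ranged from 89.5% in muscle 1 to 93.8% in small intestine 2. The largest category, 3’-Other (1156 sites), includes reads with a non-templated C, whose source is not known. In kidney 1 and 2, 307 and 453 sites were 3’-Other, with this C on 8.39% and 21.1% of miRNA reads. In large intestine these were 464 and 278 sites with 23.8% and 8.04%, and in muscle 413 and 412 with 11.7% and 9.69%. Small intestine went the other way, with 386 and 364 sites and 9.88% and 15.1%. How many 3’ sites reflect editing was not tested. A site counted as a 3’ site when its edited reads held it most often in their last 2 nucleotides, or when it lay in the last 2 nucleotides of the annotated mature miRNA or up to 5 nucleotides beyond its end. A minimum of 20 edited reads moved the share most, to 92.4%. Judging the end by the reads only, the first rule used and replaced after its counts were seen, gave 88.2% (2686 sites). The central categories moved more, with 56 A-to-I and 176 other central sites under that first rule.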

In summary, our results suggest that the most editing events in miRNAs of *Macaca mulatta* are also happening at the 3’ end of mature miRNAs. A-to-I and C-to-U editing are two main editing types in the central regions of miRNAs, but there could be other editing types in miRNAs of *Macaca mulatta*.

### 2.6. A-to-I Editing Sites in miRNAs of Macaca mulatta

As shown in Figure 4a and Table S9, we carefully examined the 32 A-to-I editing sites with significant editing levels in miRNAs of *Macaca mulatta*. Twenty-seven of these 32 A-to-I editing sites were detected in multiple samples, suggesting that these sites are not random noises. 

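Of the A-to-I sites named in Figure 4a, 31 could be placed on a pre-miRNA of Table S3 with an A at the given position. In the 12 profiles, 15 of these were significant in at least 1 profile and 8 in at least 2 profiles. Edited reads were found for 23 of the 31 sites, and 24 were covered by at least 20 reads in some profile. Among the conserved sites, 12 of 16 were significant. A minimum of 20 edited reads and a level of at least 10% each left 12 of the 31, the largest change among the alternatives. The site mml-mir-411_20_A_g, at position 5 of mml-miR-411-5p, was covered in every profile and was significant in 8 of them. Its level was 17.2% (95% CI 16.9% to 17.5%) in spinal cord, 12.6% (12.4% to 12.8%) in occipital lobe and 11.2% (10.5% to 11.9%) in lung, and lowest in large intestine 1 at 3.33% (2.93% to 3.77%). The levels of its pairs were closer, with 7.84% (7.22% to 8.51%) and 7.52% (6.87% to 8.24%) in kidney and 3.64% (3.21% to 4.12%) and 3.47% (2.98% to 4.02%) in muscle. For mml-mir-379_10_A_g, whose gene lies beside MIR411 after RTL1 in the T2T-MMU8v2.0 annotation, the level was 10.8% (7.37% to 15.6%) in spinal cord. In liver, 52 reads covered this site and none was edited, with a floor of 5.77%. The paper proposes from the detection of sites in multiple samples that they are not random noise.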

By comparing the positions of editing sites in mature miRNAs to the A-to-I editing sites in miRNAs of *Homo sapiens* [36,50], we found that 16 of the 32 identified A-to-I editing sites are conserved in *Homo sapiens* (see sites with bold blue names in Figure 4a and Table S10). As shown in Figure S2, the same positions of the mature miRNAs have significant A-to-I editing, although the pre-miRNAs in *Macaca mulatta* and *Homo sapiens* may be of different lengths. Four of these 16 conserved A-to-I editing sites, i.e., mml-mir-376a-1_49_A_g, mml-mir-376a-2_55_A_g, mml-mir-376c_48_A_g and mml-mir-1260b_29_A_g, have very high editing levels in many different tissues and samples. Furthermore, six A-to-I editing sites in the miR-376 family are highly conserved in *Homo sapiens*, *Macaca mulatta* and *Mus musculus* [27,36].

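The mature miRNAs of mml-mir-376a-1 and mml-mir-376a-2 on the 3’ arm are identical, so that the same reads were counted for mml-mir-376a-1_49_A_g and mml-mir-376a-2_55_A_g. In the 3 profiles with at least 20 reads over the site, 90 of 96 reads were edited (93.8%). The level was 100% in liver (95% CI 87.5% to 100%), 95.3% in occipital lobe (84.5% to 98.7%) and 84.6% in spinal cord (66.5% to 93.8%). For mml-mir-376c_48_A_g, 6 profiles had at least 20 reads. The level was highest in spinal cord, at 81.1% (72.8% to 87.3%), followed by kidney 1 at 70.8% (50.8% to 85.1%) and occipital lobe at 56.8% (49.6% to 63.7%). It was 45.1% (36.5% to 53.9%) in liver, 38.9% (24.8% to 55.1%) in large intestine 2 and 13.0% (4.54% to 32.1%) in large intestine 1, a difference within 1 tissue that the intervals leave open. In kidney 2, with 16 reads, it was 6.25% (1.11% to 28.3%), an interval that does not overlap that of kidney 1. The genes of these pre-miRNAs lie in 1 cluster after RTL1 in the T2T-MMU8v2.0 annotation. The site mml-mir-1260b_29_A_g had levels between 91.0% (84.9% to 94.8%) in occipital lobe and 100% in kidney 1 (96.2% to 100%) and small intestine 2 (84.5% to 100%), and was significant in all 12 profiles. Of all 4655 reads holding the edited form of mml-miR-1260b, 966 extended upstream of the mature sequence by at least 2 nucleotides, and none of these carried the bases of the pre-miRNA there.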

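Of the 31 sites of Figure 4a that could be placed on a pre-miRNA, 28 lay within a mature miRNA, at a median position of 6. Positions 4 to 10 held 21 of them. Among the 15 sites significant in the 12 profiles, 10 lay at these positions, with the same median position. Positions were counted from 1 at the 5’ end of the mature miRNA.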

As shown in Figure 4b, these A-to-I editing sites prefer to locate in the regions from the fourth to tenth nucleotides of mature miRNAs. 

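The nucleotide before the edited A was a U at 17 of the 31 placed sites, a C at 9, an A at 3 and a G at 2. A G followed the edited A at 13 sites, and both neighbours together formed UAG at 9 sites. For the 15 sites significant in the 12 profiles, a U came before the A at 10, a G came after it at 10, and 7 had both.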

Similar to the UAG motif beside A-to-I editing sites in human miRNAs [18,24,36], we found that the 5’ and 3’ nucleotides beside the 32 A-to-I editing sites have a weak preference of U and G, respectively (Figure S3).

As examples, three A-to-I editing sites are shown in Figure 4c–e, respectively, and the reads supporting these sites are shown in Figure 4f–h, respectively. As reported previously [27,36], mml-mir-376c_48_A_g is a conserved editing sites. This site has a very high editing level in a brain pituitary gland sample (SRR1555941), as shown in Figure 4c,g.

Eighteen of these 32 A-to-I editing sites locate in the seed regions of mature miRNAs, which suggests that these A-to-I editing events may lead to modifications of targets of miRNAs. 

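On the pre-miRNAs of Table S3, 17 of the 31 placed A-to-I sites fell into positions 2 to 8 of a mature miRNA. Of these 17, 9 were significant in the 12 profiles. They include mml-mir-376a-1_9_A_g at position 3 of the 5’ arm, with a level of 13.5% (95% CI 9.73% to 18.4%) in spinal cord and 12.7% (9.10% to 17.5%) in occipital lobe. Outside the seed region, mml-mir-378a_58_A_g at position 16 was covered by between 14877 and 811021 reads per profile. Its level was 13.1% (12.7% to 13.5%) in occipital lobe and 7.56% (7.15% to 8.00%) in spinal cord, 3.93% (3.67% to 4.21%) in lung, and 0.313% (0.300% to 0.327%) and 0.317% (0.305% to 0.329%) in the muscle profiles. The level of mml-let-7c_27_A_g, at position 17, was highest in lung at 6.63% (6.33% to 6.93%), and below 5% in the other 11 profiles. From the location in the seed regions, the paper proposes that the editing events may modify the targets of the miRNAs.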

We present the analysis of targets of edited miRNAs in the following.

### 2.7. C-to-U Editing Sites in miRNAs of Macaca mulatta

As shown in Figure 3b and Table S11, we identified 24 C-to-U editing sites in miRNAs of *Macaca mulatta*. By comparing the C-to-U editing sites in human *Homo sapiens* [35,36], we found that five of the 24 C-to-U editing sites in *Macaca mulatta* are conserved in *Homo sapiens* (Figure 5a). The editing levels of these 24 C-to-U editing sites were generally very low and most of these C-to-U editing sites were only detected in a few samples (see Figure 5a). 

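Of the C-to-U sites named in Figure 5a, 22 could be placed on a pre-miRNA of Table S3, and 20 of them were covered by at least 20 reads in at least 1 profile. Edited reads were seen for 19 sites, and 7 sites were significant, each in at least 2 of the 12 profiles. All 4 placed sites that are conserved were among these 7. Taking the highest level of each of the 20 covered sites, the median was 2.26%, and 7 sites stayed under 1% in every profile. With at least 20 reads over a site, the highest level was 22.5% (95% CI 21.2% to 23.8%) for mml-mir-499_42_C_u in muscle 2, with 17.0% (15.4% to 18.7%) in muscle 1. This site is at position 11 of mml-miR-499-5p, encoded within MYH7B in the T2T-MMU8v2.0 annotation. It was also significant in occipital lobe (14.7%, 9.12% to 22.9%) and spinal cord (9.28%, 5.95% to 14.2%), while lung had 5 edited of 26 reads (19.2%, 8.51% to 37.9%). Requiring a level of at least 10% was the alternative that moved the number of sites, from 7 to 6.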

The two C-to-U editing sites on mml-mir-125b-1 and mml-mir-125b-2 were detected in many different tissues (Figure 5a). Similarly, the two conserved C-to-U editing sites in hsa-mir-125b-1/-2 were also identified in multiple human brain [36] and colon tissues [35]. 

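The site mml-mir-125b-1_25_C_u was covered by between 5704 and 127791 reads in the 12 profiles and was significant in 9 of them. Its level ranged from 2.88% (95% CI 2.69% to 3.09%) in liver to 11.6% (11.0% to 12.4%) in large intestine 2. Between the profiles of each of the 4 tissues with 2 profiles, it differed by more than the intervals, for example with 7.32% (6.75% to 7.95%) in large intestine 1 and with 6.03% (5.44% to 6.68%) and 4.48% (4.16% to 4.83%) in small intestine. In occipital lobe and spinal cord it was 5.70% (5.55% to 5.86%) and 5.75% (5.62% to 5.88%). The pre-miRNA mml-mir-125b-2 is not in the part of Table S3 read here, so its sites were not analysed here.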

Two other conserved C-to-U editing sites on mml-mir-219-1 and mml-mir-219-2 were mainly identified in brain samples, suggesting their potential functions in brains. Similarly, the two C-to-U editing sites in human hsa-mir-219-1/-2 were only detected in brain tissue samples [36].

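The mature miRNAs of mml-mir-219-1 and mml-mir-219-2 on the 5’ arm have the same sequence, UGAUUGUCCAAACGCAAUUCU, so that part of the reads was counted for both. At mml-mir-219-1_35_C_u, the level was 10.5% (95% CI 7.02% to 15.4%) in occipital lobe and 10.7% (9.14% to 12.6%) in spinal cord, a mean of 10.6% ± 0.180 (SD, n = 2 neural profiles). At mml-mir-219-2_33_C_u, it was 17.2% (13.8% to 21.4%) and 13.6% (12.4% to 14.9%), a mean of 15.4% ± 2.57 (SD, n = 2). In the other 10 profiles together, only 27 and 11 reads covered the sites, none of them edited, with at most 6 and 3 reads per profile. The floors of the pooled reads are 11.1% and 27.3%, so that editing at the neural level was not detectable there. No other profile reached 20 reads over these sites, and the levels could not be compared between tissues. Another site named in Figure 5a, mml-mir-219-2_72_C_u, could be compared only with liver, where 22 reads covered it and none was edited (exact permutation test, two-sided, p = 0.333, the smallest p that 2 profiles against 1 allow). Its neural mean was 0.103%, far below the floor of 13.6% in liver, so that this comparison could not show a difference. From the detection in brain samples, the paper proposes functions of these sites in brains.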

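Of the 22 placed C-to-U sites, 20 lay within a mature miRNA, at a median position of 11.5, and 9 of them at positions 9 to 11. Among the 7 sites significant in the 12 profiles, 4 lay at these positions, with a median of 11. A G came before the edited C at 9 of the 22 sites and at 5 of the 7.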

The C-to-U editing sites prefer a narrow region from the ninth to eleventh nucleotides of mature miRNAs (Figure 5b). The details of three C-to-U editing sites are shown in Figure 5c–e, respectively, and the reads supporting these sites are shown in Figure 5f,h,i respectively. mml-mir-125b-1_25_C_u is a conserved C-to-U editing sites. 

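Figure 5d and 5f show mml-mir-23b in a muscle sample, which is the profile muscle 2 used here. The site mml-mir-23b_67_C_u lies at position 10 of mml-miR-23b-3p, whose gene lies within AOPEP beside MIR27B and MIR24-1 in the T2T-MMU8v2.0 annotation. In muscle 2, 476 of 3700 reads covering it were edited, a level of 12.9% (95% CI 11.8% to 14.0%). In muscle 1, the level was 11.6% (10.4% to 12.8%). The site was significant in 9 profiles, and the lowest level was 3.10% (2.45% to 3.92%) in liver. Without 3’ tails in the alignments, the level in muscle 2 moved to 11.5%. At the same position of the paralog mml-miR-23a-3p, the site mml-mir-23a_54_C_u had levels from 2.00% (1.23% to 3.22%) in kidney 2 to 8.19% (6.77% to 9.87%) in small intestine 2 and was significant in 8 profiles.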

The same position of hsa-mir-125b-1 has a significant C-to-U editing event (see Figure 5g) in some human brain samples [36]. The other four conserved C-to-U editing sites are shown in Figure S4.

A previous study reported that a C-to-U editing site on hsa-miR-100-5p is functional because the edited hsa-miR-100-5p represses another target gene SMAD2 that is not a target of the original hsa-miR-100-5p [32]. 

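The site mml-mir-100_25_C_u, at position 13 of mml-miR-100-5p, was covered by between 9125 and 178328 reads in the 12 profiles. Its level was 10.4% (95% CI 9.92% to 10.9%) in lung, 8.52% (8.00% to 9.07%) in large intestine 2, 7.05% (6.59% to 7.54%) in muscle 1 and 5.71% (5.25% to 6.20%) in large intestine 1. In these 4 profiles, the criteria for a significant site were met. In the other 8 profiles the level was below 5%, with 3.37% (3.02% to 3.76%) and 0.863% (0.789% to 0.943%) in small intestine, 2.39% (2.32% to 2.46%) in spinal cord, 0.947% (0.860% to 1.04%) in muscle 2 and, as the lowest, 0.833% (0.779% to 0.890%) in liver. In each of the 4 tissues with 2 profiles the levels differed by more than their intervals, with 1.75% (1.63% to 1.87%) and 3.18% (2.94% to 3.44%) in kidney. In the T2T-MMU8v2.0 annotation, MIR100 lies near MIRLET7A-2 within BLID.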

We found that the same position of mml-miR-100 has a C-to-U editing event in some of our selected samples, but on insignificant editing levels.

### 2.8. Non-Canonical Editing Sites in miRNAs of Macaca mulatta

In addition to the canonical A-to-I and C-to-U editing types, we also identified some non-canonical editing types in miRNAs of *Macaca mulatta* (see Figure 3b). We carefully examined two non-canonical editing types with the largest numbers of editing events, i.e., the 42 G-to-U sites (in Table S12) and the 27 A-to-C sites (in Table S13), in Figures S5 and S6, respectively. As shown in Figure S5a, the editing levels of G-to-U editing sites were generally low. 

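Of the G-to-U sites, the 19 that are named in Figure 7c or in the text could be placed, and 18 of them were covered by at least 20 reads in at least 1 of the 12 profiles. Edited reads were found at 11 of the 19. The highest level was 1.92% (95% CI 0.340% to 10.1%), from 1 edited read of 52 over mml-mir-17_57_G_u in kidney 1, and 15 of the 18 covered sites stayed under 1% in every profile. The median of the highest levels was 0.0575%. No site met the criteria for significance in any profile, under any of the alternatives tried.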

There is no clear positional preference of G-to-U editing sites on mature miRNAs, although position 18 has a slightly more number of G-to-U sites (Figure S5b). Three examples of G-to-U editing sites are shown in Figure S5c–h. One of the G-to-U editing sites, mml-let-7e_18_G_u, was conserved in human *Homo sapiens* [50].

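The 12 profiles together had 1677304 reads over mml-let-7e_18_G_u, of which 138 were edited (0.00823%). The level ranged from 0.00296% (95% CI 0.000523% to 0.0168%) in muscle 2 to 0.0155% (0.00926% to 0.0261%) in lung. These levels lie below the error rate of 0.1% that the test assumes. Position 18 of the pre-miRNA is in the mature miRNA of the 5’ arm, UGAGGUAGGAGGUUGUAUAGUU, which differs in few nucleotides from the other members of the let-7 family.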

Most (21/27) of A-to-C sites were identified in blood samples (Figure S6a). 

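Of the A-to-C sites, the 19 named in Figure 7b or in the text could be placed. The 12 profiles covered 18 of them with at least 20 reads, and 17 had at least 1 edited read. All 18 stayed under 1% in every profile. The highest level was 0.862% (95% CI 0.152% to 4.72%), for mml-mir-223_72_A_c in kidney 2, and the median of the highest levels was 0.0694%. No read covered mml-mir-345_28_A_c in any of the 12 profiles.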

The editing levels of most A-to-C editing sites (26/27) were lower than 15%, except mml-mir-345_28_A_c (Figure S6a). This site is detected in three samples all with approximately 100% editing levels, suggesting it might be an SNP (Figure S6a). Positions 5 and 18 of mature miRNAs have more numbers of A-to-C editing sites (Figure S6b). Four A-to-C editing sites are shown in Figure S6c–j. As shown in Figure S6e,i, mml-mir-345_28_A_c has an editing level of 99.4% in one of the brain samples selected (SRR1270157).

Except A-to-I and C-to-U editing, the mechanisms of other editing types are largely unknown till now. However, some of these non-canonical types had been reported previously. For examples, we previously noticed that two human miRNAs, hsa-mir-378i and hsa-mir-1260a, carry an A-to-C and a U-to-G editing site, respectively, by integrating the analysis of the genome sequencing profiles from the same cell lines [36]. Several A-to-C and G-to-U editing sites were also reported in another study of human *Homo sapiens* [50]. At least one of the significant G-to-U editing sites identified in *Macaca mulatta* (mml-let-7e_18_G_u) were conserved in *Homo sapiens* [50]. In some plants, U-to-C editing may happen to some mRNAs [33]. All of these results suggest that some non-canonical editing sites may be biologically relevant. However, more work is still needed to further clarify the mechanisms of these non-canonical editing types.

### 2.9. Identified SNPs in miRNAs of Macaca mulatta

The 3386 identified M/E sites were compared to SNPs of *Macaca mulatta* reported in dbSNP (v145). The M/E sites that satisfied the following criteria: (i) had the same genomic positions as the SNPs; (ii) had the same nucleotides as the alleles of the SNPs for both the original and changed nucleotides; and (iii) had editing levels of 100% in at least one of the 70 samples selected, were regarded as SNPs. 

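Of the SNPs named in Figure 6a, 8 could be placed on a pre-miRNA of Table S3 or of Figure 6. In the 12 profiles, 3 of them were significant, and 5 had at least 1 read with the changed nucleotide. At mml-mir-501_52_G_a, muscle 2 had 996 of 1005 reads with the changed nucleotide (99.1%, 95% CI 98.3% to 99.5%), while muscle 1 had none of 18 reads (floor 16.7%). The level was 85.8% (80.1% to 90%) in kidney 1 and 5.26% (0.935% to 24.6%) in kidney 2, but 83.3% (66.4% to 92.7%) and 97.2% (92.9% to 98.9%) in the small intestine profiles. It was 90.1% (84.4% to 93.9%) in spinal cord, 85.0% (73.9% to 91.9%) in occipital lobe and 80.8% (75.5% to 85.1%) in liver. The gene of mml-mir-3173_49_U_c lies within DICER1 in the T2T-MMU8v2.0 annotation. At this site, all 13 reads of muscle 2 were changed (100%, 77.2% to 100%) and none of 13 reads of liver (floor 23.1%). Lung (7 reads), muscle 1 (6), kidney 1 (5) and large intestine (2 and 3) had only changed reads, and small intestine 1 had none of 3. Occipital lobe, with 2 of 7 reads changed, and spinal cord, with 3 of 8, lay between.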

By following these criteria, 11 of the 3386 M/E sites were identified as SNPs (as shown in Figure 6 and Table S14). We also identified two SNP sites in species specific miRNAs using the same criteria (as shown in Figure S7).

Three examples of SNPs in miRNAs are shown in Figure 6b–g. The three SNP sites have editing levels of 100% in the three selected samples (Figure 6e–g). These three SNPs all locate in the mature miRNAs, and two of them (mml-mir-6132_58_G_a and mml-mir-7203_5_U_c) locate in the seed regions (Figure 6b–g). 

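Figure 6d and 6g show mml-mir-7203 in the spinal cord profile used here. The site mml-mir-7203_5_U_c is at position 5 of the mature miRNA on the 5’ arm, AGGGUGGACUGUCUCAGAGUGGU, as printed in Figure 6. In spinal cord, all 434 reads covering it carried the changed nucleotide (100%, 95% CI 99.1% to 100%), and in occipital lobe all 195 reads did (100%, 98.1% to 100%). In kidney 1, 7 of 7 reads were changed (100%, 64.6% to 100%). By contrast, none of 15 reads in lung (floor 20%) and none of 4 reads in muscle 2 were changed. Liver, kidney 2, large intestine 1 and both small intestine profiles had no read over the site. The second site of this pre-miRNA in Figure 6a, mml-mir-7203_47_G_a, had no changed read, with at most 17 reads over it in any profile. The sequence of mml-mir-6132 is not in the part of Table S3 read here, and its site was not analysed here.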

We analyze the potential changes of targets of these two miRNAs due to these two SNPs in the following.

### 2.10. The Potential Functions of M/E Sites Identified in miRNAs of Macaca mulatta

To evaluate the potential functions of the identified M/E sites, we selected 69 M/E sites in the seed regions of mature miRNAs (in Table S15), i.e., 18 A-to-I, 1 C-to-U, 48 Other and 2 SNP sites, and predicted the targets for the original miRNAs and changed miRNAs. We did not find putative targets for the species specific miRNA with an SNP in its seed region. Then, we evaluated the enriched the Gene Ontology (GO) terms and KEGG pathways of the targets of the original and edited miRNAs. The potential targets, and their enriched GO terms in the three major categories, biological process, cellular component, and molecular function, and KEGG pathways of the original and edited miRNAs were then compared to examine the consequences of the M/E events.

As shown in Figure 7a, the original and 18 A-to-I edited miRNAs only share a small portion of their targets, indicating that these A-to-I editing events severely changed the potential functions of these miRNAs. Consequently, the enriched GO terms and KEGG pathways of the targets of the 18 miRNAs also severely changed due to the A-to-I editing events (Figure 7a).

Similarly, other editing sites in the seed regions and two SNPs in mml-mir-6132 and mml-mir-7203 also lead to severe changes of the targets of the miRNAs, as well as the enriched GO terms of KEGG pathways of their targets (see Figure 7b–d).

## 3. Materials and Methods

### 3.1. Materials and Small RNA Sequencing Profiles

The *Macaca mulatta* animals were raised in Yunnan Key Laboratory of Primate Biomedical Research (LPBR), Kunming, Yunnan, China. The project (No. LPBR 201501003) was approved by the Institutional Animal Care and Use Committee of LPBR on 28 June 2015. We collected twelve samples from the 8 different tissues of two animals, namely muscle (2), liver (1), kidney (2), small intestine (2), large intestine (2), lung (1), spinal cord (1), and occipital lobe (1) without treatments and frozen with liquid nitrogen immediately (Supplementary Table S1). Before RNAs were extracted, these 12 samples were stored at −80 ${}^{\circ }$C. According to the manufacturer’s protocol, we used the Trizol reagent to extract total RNAs from samples. Based on the ratio of the optical density at 260 nm to that at 280 nm (OD260/280), the integrities of RNAs were checked by using an ultraviolet spectrophotometer (Hoefer, MA, USA). The integrities of RNAs were also assessed by electrophoresis in a denaturing formaldehyde agarose gel. The total quantities of RNA samples with OD260/280 between 1.8 and 2.0 were examined. Samples with at least 20 μg were selected for preparation of sRNA sequencing libraries. Then, 20 μg total RNAs dissolved in 35 μL were delivered to the sequencing facility. For small RNA-seq library generation, 1 μg of total RNA was used to prepare a small RNA library according to the TruSeq Small RNA Sample Prep Kit protocol (Illumina, San Diego, CA, USA). Briefly, specific 5’ and 3’ Illumina RNA adapters were sequentially added to small RNA molecules. The 3’ adapter sequence used was TGGAATTCTCGAGTGCCAAGGAACTCC. After reverse transcribed and PCR amplified, adapter-ligated molecules with 15–30 nucleotides long were purified by using gel electrophoresis. The small libraries were then multiplexed and sequenced by using the Illumina HiSeq 2000 sequencer. The qualities of the obtained sRNA profiles were evaluated with the FASTQC program (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). The obtained small RNA profiles were deposited to NCBI GEO database under the accession number GSE124417.

### 3.2. Identification of Conserved miRNAs

We used a pipeline that was reported previously to identify conserved miRNAs [46,51,52]. Briefly, as shown in Figure S1a, we downloaded all mature miRNA sequences of animal species from the miRBase (v22) [45], and kept unique sequences. Then, these unique miRNA sequences were mapped to the genome of *Macaca mulatta* (Mmul_8.0.1, i.e., GCA_000772875.3, downloaded from the Ensembl Database, https://asia.ensembl.org/Macaca_mulatta/Info/Index) using BLASTN with the parameters of “-m 8 -e 0.1”. Hits with no more than two mismatches were identified. The flanking regions (80 nucleotides downstream and upstream, respectively) of the mapped mature miRNAs were isolated and used to predict secondary structures using the RNAfold with its default parameters. The predicted fold-back structures were examined for the presence of miRNA on the same arm of the hairpin as the known family members from other animals. MIRcheck [53] with its default parameters was used to further evaluate these precursor sequences. The precursors were selected which have ≤2 bulged, ≤5 mismatches, or asymmetrically unpaired nucleotides, and ≤3 continuous mismatches within the mature miRNA. Then, we aligned the obtained 12 sRNA-seq profiles to these pre-miRNA candidates to check the distributions of reads on the pre-miRNAs using the MMFinder pipeline with its default parameters [46]. In total, 992 pre-miRNAs with a clear accumulation of sequencing reads in the mature miRNA regions were called as conserved pre-miRNAs.

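The share of a pre-miRNA's reads that lie in its mature regions, with shifts of at most 2 nucleotides at both ends, was computed from the exactly matching reads of the 12 profiles. The threshold of 65% is the one the study states for species specific miRNAs. Of the 399 pre-miRNAs marked as found in the study with at least 10 reads, 350 (87.7%) passed it, and the median share in the mature regions was 97.1%. The pre-miRNAs found only in the study had a median share of 99.2%, and 60 of 64 passed. Among those also in a database, 290 of 335 passed. Allowing shifts of at most 1 nucleotide moved the number most, to 285 pre-miRNAs. The study chose its pre-miRNAs by the accumulation of reads in the same 12 profiles, so that these shares are not independent support. The paper reasons from such an accumulation of reads that the sequences are conserved pre-miRNAs.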

The genomic loci of 617 *Macaca mulatta* miRNAs in the miRBase (v22) were downloaded in the GFF3 file format. Because the chromosome names used in the GFF3 file of miRBase were converted to GenBank sequence IDs as defined on https://www.ncbi.nlm.nih.gov/assembly/GCF_000772875.2/#/def. The gene annotation of *Macaca mulatta* (Mmul_8.0.1, i.e., GCA_000772875.3) in the GFF3 file format was downloaded from the Ensembl Database. 1951 loci whose types were annotated as “miRNA” were retrieved from the Ensembl gene annotation file. The 992 pre-miRNAs identified in this study were compared to the reported ones of *Macaca mulatta* in the miRBase (v22) and the Ensembl Database (Mmul_8.0.1) by using BEDTools [54] with the options of “bedtools intersect -wo -s”. There are 1331 pre-miRNAs that are only reported in Ensembl database and do not have mature miRNA annotation. Therefore, we aligned the mature miRNAs in the miRBase (v22) to these 1331 pre-miRNAs and found mature miRNAs for 293 of these 1331 pre-miRNAs. The 1038 remaining pre-miRNAs were not used for identifying mutation and editing sites.

### 3.3. Analysis of the Expression Patterns of Conserved miRNAs

The RPTM values of 2756 mature miRNAs in the 1525 pre-miRNAs were calculated by mapping the sequencing reads to the identified mature miRNAs using a computational pipeline introduced previously [46]. miRNA with average abundances of at least 5 RPTM in the 12 self-generated samples and standard deviation of at least 1 were selected to perform further analysis. The RPTM values of selected miRNAs were applied to the clustergram function in MatLab (Mathworks, Natick, MA, USA) to perform bi-clustering analysis. The RPTM values plus one of selected miRNAs were log-scaled and used to perform Principle Component Analysis (PCA) with the prcomp function in the psych package of the R platform.

### 3.4. Identification of Species Specific miRNAs

We used a pipeline that was reported previously to identify species specific miRNAs [46,52]. We followed the criteria widely used for annotating miRNAs [46,49,55] when identifying species specific miRNAs. As shown in Figure S1c, firstly, to minimize the possibility of false positive predictions caused by low scored nucleotides, i.e., with sequencing scores smaller than 30, we kept raw reads that had no low scored nucleotides in the first 25 nucleotides. Secondly, after removing 3’ adaptor sequences of the remaining reads and redundant sequences, we obtained unique small RNAs. Thirdly, the unique small RNA sequences were aligned to the genome of *Macaca mulatta* (v5) with SOAP2 [56]. We retrieved small RNAs that could be aligned to both strands of the genome. Fourthly, we aligned unique small RNA sequences to known repeats and reported non-coding RNAs (snRNAs, tRNAs, rRNAs, and snoRNAs) by aligning them to databases, Rfam (r11) [57], NONCODE (v3.0) [58], Silva [59], miRBase (r22) [45], and Repbase (r20) [60] using SOAP2 [56] (as shown in Figure S1b). Fifthly, to obtain the sequences that were aligned to above different types of molecules, we retrieved the small RNAs mapped to these molecules, counted and summarized the numbers of reads that were mapped to different types of molecules (as listed in Table S2). Sixthly, we concatenated the alignment results to mRNAs, pre-miRNAs, ncRNAs and repeats to a whole file, and then obtained all unique sequences that could be mapped these molecules. Seventhly, we obtained the sequences that could be aligned to the genome, but not to mRNAs, pre-miRNAs, ncRNAs and repeats. Eighthly, after filtering sequences with limited abundances, we kept unique sequences with at least a total of 10 reads in the 12 sRNA-seq profiles to make sure that the identified species specific miRNAs had enough expression levels. Ninthly, we aligned the sequences obtained above to the genome using SOAP2 [56] and obtained the flanking sequences of the matched loci. Tenthly, we kept the sequences with hairpin structures using RNAfold with its default parameters. Eleventhly, we kept those whose minimal folding energies were smaller than -40 Kcal/mol and had at least 18 paired nucleotides and only one central loop in the hairpin structure. Finally, the unique small RNA reads obtained in the second step were aligned to the obtained hairpin structured putative pre-miRNAs. The distributions of small RNA reads on these putative pre-miRNAs were then obtained using the MMFinder pipeline with its default parameters [46] and examined manually to make sure that mature miRNAs on the 5’ and 3’ arms of the hairpin structure should have a two nucleotide overhang at the 3’ end. Only those putative pre-miRNAs with a good accumulations of sequencing reads on the mature miRNA regions were predicted as species specific miRNAs. In other words, the reads that were originated from the mature miRNAs regions with two nucleotide shifts should account for at least 65% of reads that could be aligned to the same pre-miRNAs.

### 3.5. Identifying Editing and Mutation Sites in miRNAs

In addition to the 12 self-generated sRNA-seq profiles, we selected 58 published sRNA-seq profiles (Table S7) to comprehensively analyze the editing and mutation sites in pre-miRNAs. The selected sRNA-seq profiles were analyzed using the MiRME pipeline [36] with the default settings (as shown in Figure S1d). Briefly, the raw reads were examined to keep the qualified reads of which the sequencing scores of the 25 nucleotides have sequencing scores of 30 or higher. Then, the 3’-adapters in the raw reads (as listed in Table S7) were removed. Then, the unique sequences of the remaining reads, i.e., unique reads, were obtained and the counts of unique reads with more than 18 nucleotides were calculated. The unique reads were aligned to pre-miRNAs using BLASTN with the options of “-S 1 -m 8 -e 0.01” and the reads mapped to pre-miRNAs were retrieved. Then, the reads mapped to pre-miRNAs were aligned to the genome using Bowtie [61] with the options of “-a –best -S -v 1”. Then, the alignments to genome were corrected using the cross-mapping correction algorithm with the default parameters [19]. In the main step, the MiRME algorithm with the default parameters [36] was used to identify the editing and mutation sites from the sequences and structures of pre-miRNAs, the alignments of reads to pre-miRNAs generated by BLASTN, the reads mapped to pre-miRNAs, the alignments of reads against genome generated by Bowtie, and the results of the cross-mapping correction method.

The criteria used to define significant M/E sites include: (i) the relative level of editing is at least 5%; (ii) at least 10 reads support the editing event; (iii) the score threshold of sequencing reads is 30; and (iv) a multiple-test corrected *P*-value of smaller than 0.05. Then, the obtained results of different samples were combined by a separate program in the MiRME package (see the Supplementary Materials). The identified M/E sites were compared to known editing sites in miRNAs of *Homo sapiens*, including the DARNED database [62], the RADAR database [63] and the literature [18,23,24,36,64,65]. Finally, the predicted M/E sites that belonged to A-to-I, C-to-U and Other were manually examined.

As defined previously [36], the significant M/E sites were classified as 8 different categories, i.e., 3’-A, 3’-U, 3’-Other, 5’ site, A-to-I, C-to-U, Other, and Pseudo sites.

To examine the editing levels of miRNAs in different organs or tissues, we grouped the samples of the same tissues as 17 different types of organs or tissues (see Table S7).

The identified M/E sites were also compared to the SNPs reported in the dbSNP (v145). An M/E site was predicted as putative SNP if it satisfies the following criteria: (i) the genomic position of the M/E site is the same as an annotated SNP; (ii) the original and edited nucleotides are the same as the alleles of the SNP; and (iii) the M/E site has editing level of 100% in at least one of the selected samples.

### 3.6. Predicting Putative Targets for the Original and Changed miRNAs

The 3’ UTR sequences of *Macaca mulatta* were downloaded from the Ensembl database (version Mmul_8.0.1). The putative targets of the original and changed, i.e., edited or mutated, miRNAs were predicted with the HitSensor algorithm [66]. Predicted targets with at least seven continuous Watson–Crick matches in the seed regions were maintained in the analysis.

### 3.7. Go and Pathway Analysis for the Original and Changed miRNAs

The GO term and KEGG pathway enrichment of the targets of the original and changed miRNAs were analyzed with KOBAS (version 3.0) [67]. The GO terms and KEGG pathways with multi-test corrected *p*-values smaller than 0.05 were regarded as significant and used for comparisons. Because the GO terms were divided into Biological Process, Cellular Component and Molecular Function, we organized the enriched GO terms into these three categories, and compared the enriched GO terms in these three categories for the original and edited miRNAs, respectively.

## 4. Conclusions

After systematically identifying conserved and species specific miRNAs in *Macaca mulatta* in this study, we identified 479 conserved and 17 species specific pre-miRNAs in this species. Some of the conserved miRNAs show tissue specific expression patterns. We identified 3386 significant M/E sites in miRNAs of *Macaca mulatta* after analyzing 70 sRNA-seq profiles from 17 different types of organs or tissues. These M/E sites include 32 canonical A-to-I and 24 C-to-U editing sites, as well as some non-canonical editing sites. By comparing the identified A-to-I and C-to-U editing sites to results of *Homo sapiens*, we identified 16 conserved A-to-I and five conserved C-to-U editing sites in miRNAs of *Macaca mulatta*. Sixty-seven editing sites and 2 SNPs in the seed regions of miRNAs could severely change the target sets of these miRNAs, which consequently change their potential functions. These results significantly increase our knowledge of miRNAs and their mutation and editing events in *Macaca mulatta*.

## 5. Declarations

### 5.1. Ethics Approval

The *Macaca mulatta* animals were raised in Yunnan Key Laboratory of Primate Biomedical Research (LPBR), Kunming, Yunnan, China. All animal protocols were approved in advance by the Institutional Animal Care and Use Committee of LPBR.

### 5.2. Availability of Data and Materials

The 12 self-generated sRNA-seq profiles of *Macaca mulatta* available at NCBI GEO database with the series accession number GSE124417. The 58 published sRNA-seq profiles were retrieved from the NCBI SRA database under the accession numbers listed in Table S7.

## Figures and Tables

**Figure 1:**
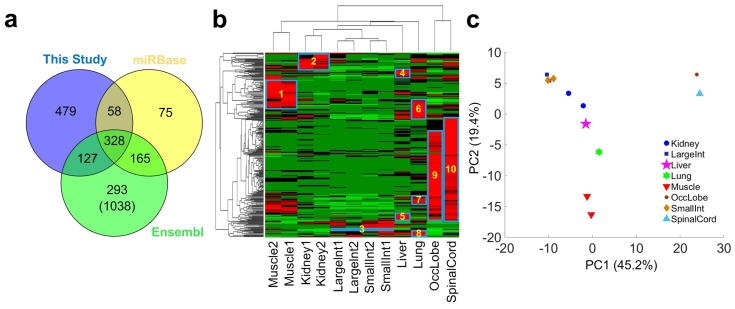
A summary of the identified conserved miRNAs and analysis of their expression patterns in different tissues. (**a**) The number of conserved miRNAs identified in this study and those reported in the miRBase (v22) and the Ensembl database (version Mmul_8.0.1). The 1038 miRNAs in parenthesis annotated in the Ensembl database lack clear annotations of mature miRNAs. (**b**) The bi-directional clustering analysis using the normal expression levels of selected conserved miRNAs in the 12 self-generated sRNA-seq profiles. The miRNAs in the Rectangles 1–10 are regarded as highly expressed miRNAs in specific tissues or organs. The detailed list of miRNAs in Rectangles 1–10 are given in Sets 1–10 in Table S5, respectively. (**c**) The Principle Component Analysis using the normal expression levels of selected conserved miRNAs in the 12 self-generated sRNA-seq profiles.

**Figure 2:**
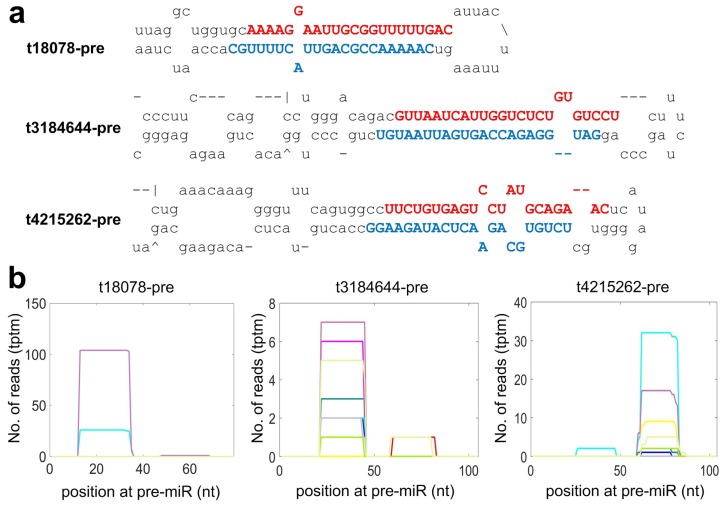
Three of the species specific miRNAs of *Macaca mulatta* identified in this study. (**a**) The secondary structure of precursors of identified miRNAs. The blue and red regions in the precursors represent the mature miRNAs that were sequenced in the 12 self-generated sRNA-seq profiles. (**b**) The distributions of sequencing reads on the pre-miRNAs in (**a**).

**Figure 3:**
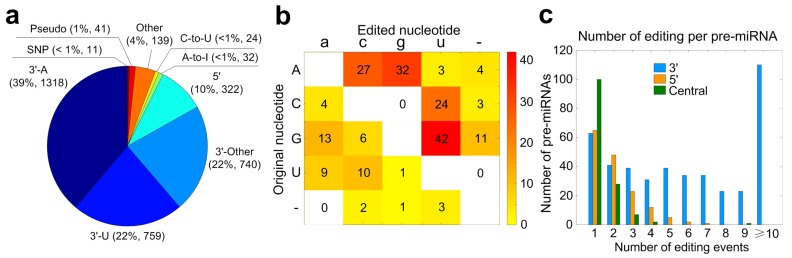
A summary of the identified miRNA mutation and editing sites of *Macaca mulatta*. (**a**) The categories of significant M/E sites in miRNAs. (**b**) The numbers of different types of editing events that do not happen at the 5’ or 3’ end of mature miRNAs. (**c**) The distribution of the numbers of pre-miRNAs with different numbers of 5’- and 3’-editing, and Central editing sites, i.e., editing sites that do not happen at either ends of mature miRNAs.

**Figure 4:**
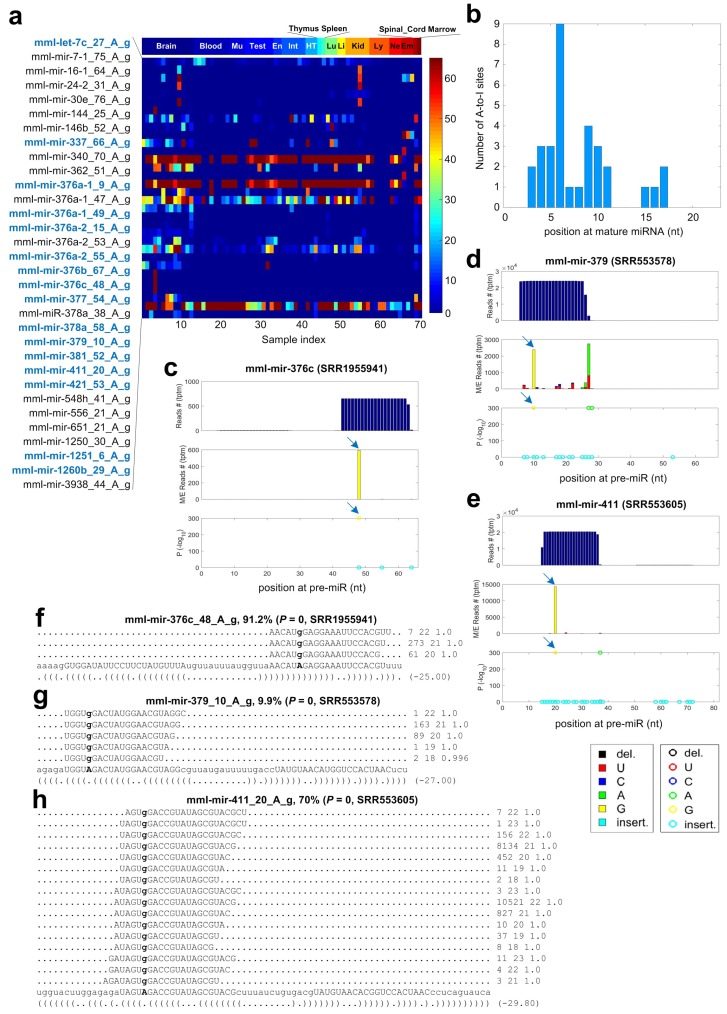
The details of 32 A-to-I editing sites identified in miRNAs of *Macaca mulatta*. (**a**) The editing levels of the 32 A-to-I editing sites in the 70 selected sRNA-seq profiles. The Sample Index of the x-axis is the same as serial in Table S7. The tissues from left to right are Brain, Blood, Muscle (Mu), Testis (Test), Endometrium (En), intestine (Int), Heart (HT), Thymas, Spleen, Lung (Lu), Liver (Li), Kidney (Kid), Lymphoblastoid cell line (Ly), Neural cells (Ne), embryonic stem cells (Em), Spinal cord (Spinal Cord) and bone marrow (Marrow). The sites with blue bold names are conserved in *Homo sapiens*. (**b**) The numbers of A-to-I editing sites at different positions of the mature miRNAs. (**c**) The MiRME map of mml-mir-376c_48_A_g in one of the brain samples selected (SRR1555941). (**d**) The MiRME map of mml-mir-379_10_A_g in one of the brain samples selected (SRR553578). (**e**) The MiRME map of mml-mir-411_20_A_g in one of the brain samples selected (SRR553605). (**f**) The details of mml-mir-376c_48_A_g in SRR1555941. (**g**) The details of mml-mir-144a_32_A_g in SRR1658345. The details of hsa-mir-378d-1_46_A_g in SRR5398637. (**h**) The details of mml-mir-19b-1_64_C_u in SRR1048281. In (**f**–**h**), the edited nucleotides are shown in bold face.

**Figure 5:**
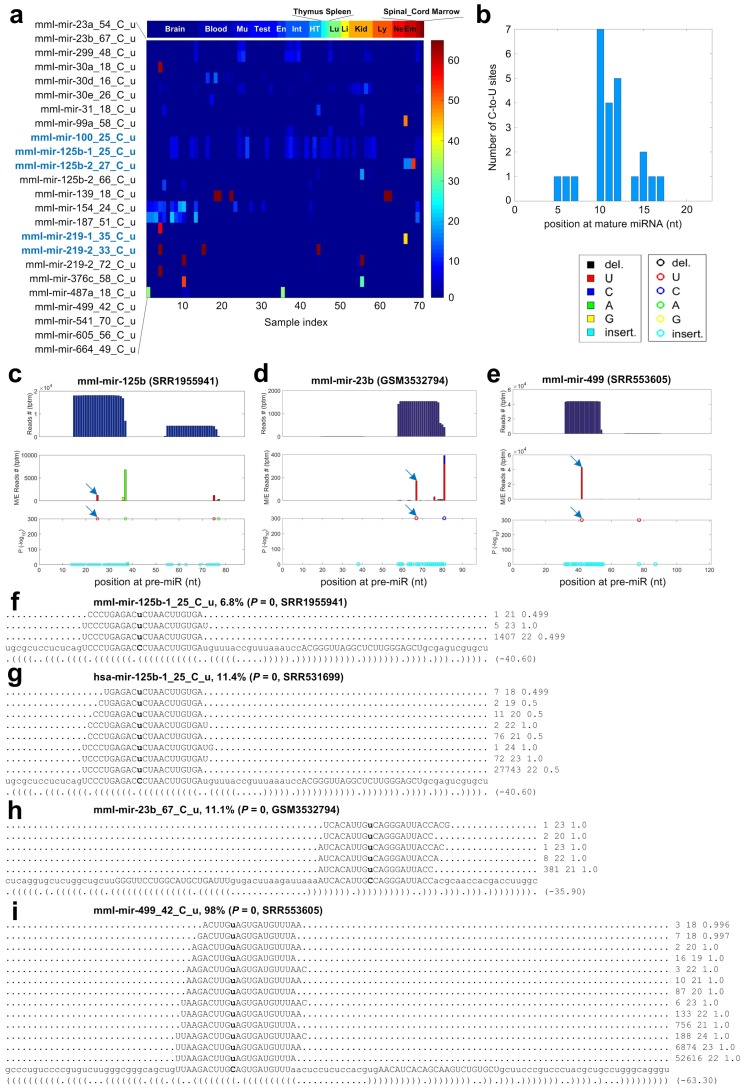
The details of 24 C-to-U editing sites identified in miRNAs of *Macaca mulatta*. Legends are the same as those in Figure 4. (**a**) The editing levels of the 24 C-to-U sites in the 70 selected sRNA-seq profiles. (**b**) The numbers of C-to-U sites at different positions of mature miRNAs. (**c**) The MiRME map of mml-mir-125b-1 in one of the brain samples selected (SRR1955941). (**d**) The MiRME map of mml-mir-23b in one of the muscle samples selected (GSM3532794). (**e**) The MiRME map of mml-mir-499 in one of the brain samples selected (SRR553605). (**f**) The details of mml-mir-23b_67_C_u in GSM3532794. (**g**) The details of hsa-mir-125b-1_25_C_u in a human glioma sample (SRR5874470). (**h**) The details of mml-mir-187_51_C_u in SRR5874470. (**i**) The details of mml-mir-499_42_C_u in SRR553605.

**Figure 6:**
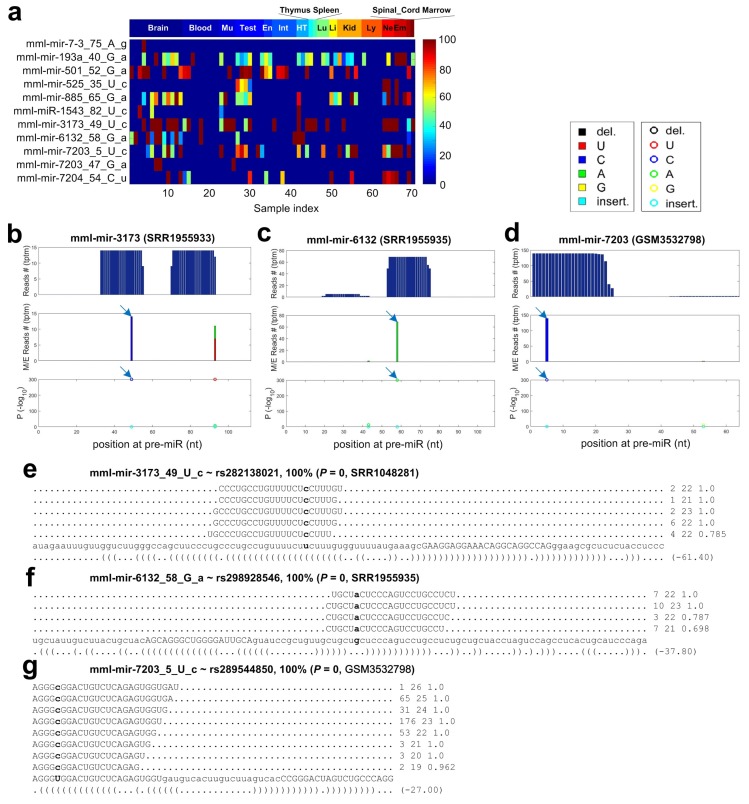
The details of 11 SNPs identified in miRNAs of *Macaca mulatta*. (**a**) The editing/mutation levels of the 11 SNP sites in the 70 selected sRNA-seq profiles. (**b**) The MiRME map of mml-mir-3173 in the bone marrow sample selected (SRR1955933). (**c**) The MiRME map of mml-mir-6132 in the one of the brain samples selected (SRR1955935). (**d**) The MiRME map of mml-mir-7203 in the spinal cord sample selected (GSM3532798). (**e**) The details of mml-mir-3173_49_U_c, i.e., rs282138021, in SRR1955933. (**f**) The details of mml-mir-6132_58_G_a, i.e., rs298928546, in SRR1955935. (**g**) The details of mml-mir-7203_5_U_c, i.e., rs289544850, in GSM3532798.

**Figure 7:**
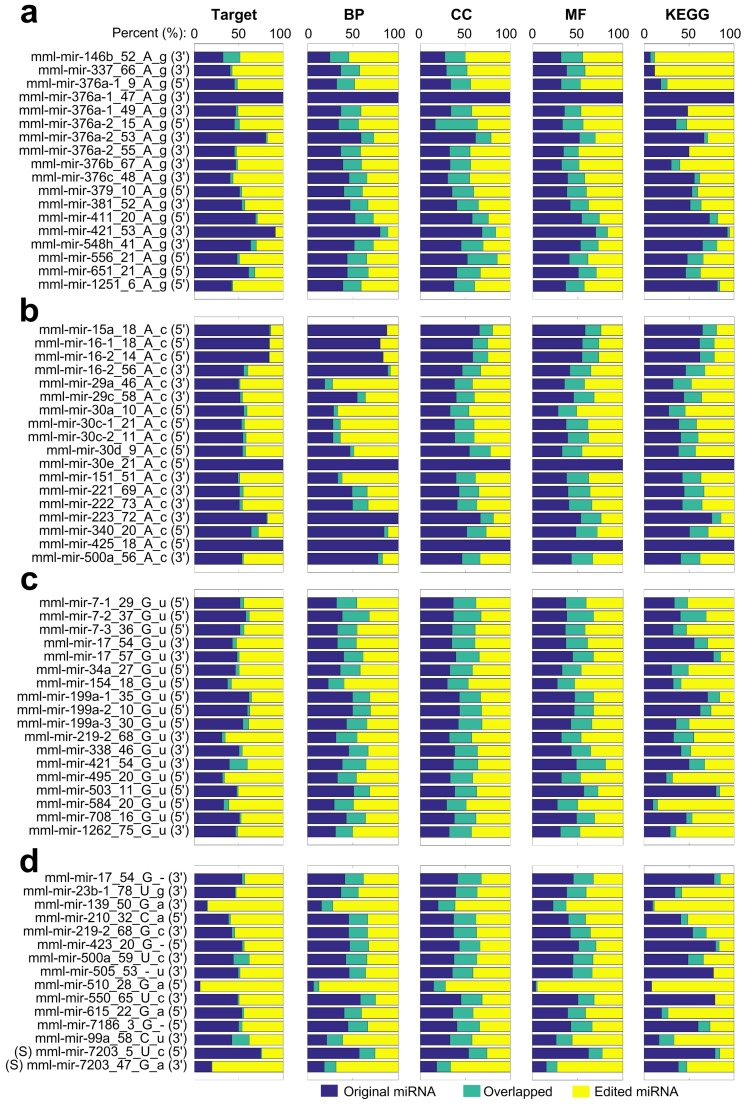
The comparisons of targets, enriched GO terms and KEGG pathways for 69 original and edited/mutated miRNAs whose M/E sites locate in seed regions. Each line started with the MiRME ID of an editing site and the percentage values of predicted targets (in the Target column), enriched GO terms in the categories of biological process (in the BP column), cellular component (in the CC column) and molecular function (in the MF column), and enriched KEGG pathways (in the KEGG column). “(3’)” and “(5’)” after the MiRME ID mean the editing sites locate in the seed regions of mature miRNAs on the 3’ and 5’ arms of pre-miRNAs, respectively. (**a**) The targets, enriched GO terms and KEGG pathways of 18 miRNAs with A-to-I editing sites in their seed regions. (**b**) The targets, enriched GO terms and KEGG pathways of 18 miRNAs with A-to-C editing sites in their seed regions. (**c**) The targets, enriched GO terms and KEGG pathways of 18 miRNAs with G-to-U editing sites in their seed regions. (**d**) The targets, enriched GO terms and KEGG pathways of 13 miRNAs with other non-canonical editing sites and 2 miRNAs with SNPs (marked with “(S)” before names) in their seed regions.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4409/8/7/682/s1, Figure S1: A schematic view of the analysis steps of the sRNA-seq profiles to identify miRNAs and their editing sites in *Macaca mulatta*, Figure S2: The details of 3 of the 16 conserved A-to-I sites in miRNAs of *Macaca mulatta* and *Homo sapiens*, Figure S3: The percentages of nucleotides around the 32 A-to-I editing sites in miRNAs of *Macaca mulatta*, Figure S4: The details of 4 conserved C-to-U editing sites in miRNAs of *Macaca mulatta* and *Homo sapiens*, Figure S5: The details of the 42 G-to-U editing sites identified in miRNAs of *Macaca mulatta*, Figure S6: The details of the 27 A-to-C editing sites identified in miRNAs of *Macaca mulatta*, Figure S7: The details of 2 putative SNP sites identified in novel miRNAs of *Macaca mulatta*, Table S1: The information of 12 sRNA-seq profiles from different tissues of *Macaca mulatta* generated in this study to identify conserved and novel miRNAs, and their editing sites, Table S2: The distributions of small RNAs reads in the 12 sRNA-seq profiles generated in this study in different types of molecules, Table S3: The conserved pre-miRNAs of *Macaca mulatta* identified in our study and reported in the miRBase (v22) and the Ensembl database (version Mmul_8.0.1), Table S4: The normalized abundances of selected conserved miRNAs with enough abundances, Table S5: The miRNAs that are highly expressed in different tissues. Set1 to Set10 correspond to the miRNAs in the Rectangle 1 to 10 in Figure 1b, Table S6: The 17 species specific pre-miRNAs identified in *Macaca mulatta*, Table S7: The information of 70 sRNA-seq profiles from different tissues of *Macaca mulatta* used in this study to identify the miRNA editing sites, Table S8: The 3386 mutation/editing sites with significant editing levels identified in conserved miRNAs of *Macaca mulatta*, Table S9: The 19 mutation/editing sites with significant editing levels identified in species specific miRNAs of *Macaca mulatta*, Table S10: The 32 A-to-I editing sites identified in miRNAs of *Macaca mulatta*, Table S11: The 24 C-to-U editing sites identified in miRNAs of *Macaca mulatta*, Table S12: The 42 G-to-U editing sites identified in miRNAs of *Macaca mulatta*, Table S13: The 27 A-to-C editing sites identified in miRNAs of *Macaca mulatta*, Table S14: The 11 SNP sites identified in miRNAs of *Macaca mulatta*, and Table S15: The 69 M/E sites in the seed regions of mature miRNAs of *Macaca mulatta*.

How the deposited data were processed for this re-analysis (not part of the article)

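Small RNAs were sequenced by the authors in 12 profiles of 8 rhesus macaque tissues. Kidney, muscle, small intestine and large intestine have 2 profiles each, and liver, lung, spinal cord and occipital lobe have 1 each. The deposited values are counts of unique sequences, which the authors made by keeping reads with high sequencing scores, removing the 3’ adapter, discarding sequences shorter than 18 nucleotides and counting identical sequences, without normalization. The replicate numbers used for the pairing of profiles come from the sample labels, which do not say that they stand for animals. The depth ranged from 22118095 to 25579064 reads per profile, so that a sequence seen once stands for about 0.4 RPTM. The precision of an editing level depends on the reads over its site, and Wilson intervals with a confidence level of 95% are given with the levels.

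The pre-miRNAs and their mature miRNAs were taken from Table S3, of which 832 pre-miRNAs could be read, and the sequence of mml-mir-7203 was taken from Figure 6. Table S4, Table S5 and later tables were not used here. The sites the study lists were taken from the figures and the text. Of these, 31 of 32 A-to-I sites, 22 of 24 C-to-U sites, 8 of 11 SNPs, 19 A-to-C sites and 19 G-to-U sites could be placed. The published profiles that the study also used were not analysed here. No genome sequence was used, so that the alignment to the genome was not repeated. Reads with an exact genome match could not be removed before the sites were counted, and cross-mapping was handled only among the given pre-miRNAs.

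Scripts in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0 aligned the sequences to the pre-miRNAs without gaps. Up to 1 mismatch and a 3’ tail of up to 2 nucleotides were allowed, and all alignments of the best quality were kept. A pre-miRNA was detected with at least 10 exactly matching reads. Its reads were accumulated when at least 65% of them had both ends within 2 nucleotides of a mature miRNA. For expression, exactly matching reads with both ends within 2 nucleotides were assigned, and RPTM values were calculated from the valid reads. The filter kept miRNAs with a mean of at least 5 RPTM and a standard deviation of at least 1. Distances, principal components and z-scores were calculated from these miRNAs, with a pseudocount of 1 for logarithms.

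Tissues were compared in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1 on the counts of 7 groups, in which the neural tissues formed 1 group. The standard error of a fold change was derived from the F statistic of the test. DESeq2 1.42.0 was an alternative. The other alternatives were other rules of assignment, filters, groups, scales and distances, the valid reads in place of TMM factors, a block for the replicate number, and leaving out 1 profile at a time. For the sites, other minima of reads and levels, another error rate, alignments without tails and a minimum distance from the end of the read were tried. The main settings and the alternatives were chosen before the data were examined, with the exceptions named where they occur. These are the fit without a block on the 8 numbered profiles and the rule that assigns sites to the ends of mature miRNAs. The alternatives that need the genome were not run. Permutation tests enumerated all arrangements, or drew 100000 for the test of read depth.

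The miRNAs and sites named in the text follow a rule written before the data were examined. They are those the paper names, and the 3 miRNAs with the largest change in a tissue among those past the threshold with both profiles of the tissue above every other profile. Both parts of the processing were tested on simulated data. For the expression test, 74 of 370 miRNAs were changed by a factor of 8, and 98.65% of them were called with no false call. For the sites, 2000 reads were simulated on each of 200 pre-miRNAs. Of the sites simulated at 10% or 40%, 89.92% of 129 were called, and of those simulated at 2%, which is under the required level, 0 of 71 were called. Of 221 called sites, 116 were simulated ones and 63 were the same change on another pre-miRNA with the same mature sequence. The remaining 42 had not been simulated, all on pre-miRNAs that share reads with a simulated one. When only pre-miRNAs without such copies were simulated, a restriction chosen after the first simulation, 98.55% of 138 sites were called and 1 of 137 calls had not been simulated.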

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

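The share of reads with 1 non-templated C, unlisted central sites and adapter remnants were picked out because the text and figures of the paper do not report these values, although the paper analysed the same 12 profiles. Among the tests of these, those of a step acting on a whole library, of a difference between tissues and of adapter bases behind 3’-U sites were chosen only after the result was seen.

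A non-templated C was the most frequent 1-nucleotide tail on miRNA reads in 11 of the 12 profiles, the exception being large intestine 2 with 9.99% U and 8.04% C. Its share reached 23.8% (large intestine 1), with a median of 12.4%, against medians of 5.02% for A and 5.27% for U. The values were 8.39% and 21.1% in kidney, 23.8% and 8.04% in large intestine, 9.88% and 15.1% in small intestine, and 11.7% and 9.69% in muscle. If a few abundant miRNAs carried this tail, the typical miRNA would have a low share. The median over miRNAs was 8.65% for C, above the 3.87% for A and 1.26% for U, although mml-miR-143-3p held 38.8% and mml-miR-10b-5p 19.8% of the reads with a C tail. If removal of the adapter had made the tail, reads that kept the adapter would lack it, and 16.3% of 753315 such miRNA reads had a C before the adapter. A difference between tissues would bring the profiles of a tissue close together. Their mean difference was 8.96 percentage points within and 6.17 between tissues (exact permutation test, one-sided, p = 0.899). A step acting on a whole library would shift most miRNAs in the same direction. In kidney 2, 98.9% of 92 miRNAs had a higher C share than in kidney 1, and in large intestine 1, 100% of 91 had a higher share than in large intestine 2. The share was 90.4% of 94 for small intestine and 66.3% of 104 for muscle. The profile with the higher total share was taken in each pair, which favours a majority in this direction. The values show that the shift was shared by at least 90% of the miRNAs in 3 of the 4 tissues, and not what made it. A step acting on a whole library cannot be told apart from a difference between animals, which were not stated for each profile, and no biological explanation other than the tissue was tested.

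At central positions, 36 significant A-to-G and C-to-U sites lay outside the sites the study lists, 18 of each kind. This number rests on the main rule that assigns sites to the ends of mature miRNAs. Reads shared between paralogs were tested by comparing the edited mature sequence with the other given pre-miRNAs. It matched another one with at most 1 mismatch at 44.4% of the sites, 6 A-to-G and 10 C-to-U sites, and at the other 20 sites it did not. Of these 20, 5 lie in a mature sequence that another given pre-miRNA also holds, so that their reads are shared as well. On simulated data, 42 of 221 called sites came from pre-miRNAs that share reads with a simulated one, and 63 were the simulated change on a copy with the same mature sequence. Matches elsewhere in the genome and variants of the donor animals were not tested, so that these sites cannot be told apart from either.

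A remnant of the 3’ adapter was found in 0.288% to 0.417% (lung) of the reads, with a median of 0.353% and 1004813 reads in all. The adapter begins with UG, and bases left on the reads would make 3’-U sites whose tails continue with G. Among tails of 2 nucleotides that begin with U, 0.854% were UG (9892 reads, against 323978 UA, 118314 UC and 706604 UU). This measure covers tails of 2 nucleotides only, and a single U left from the adapter cannot be told apart from an added U. No biological explanation was tested.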

How the results depend on the processing

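The alternatives were chosen before the data were examined, apart from the fit on 8 profiles without a block. The rule for 3’ ends by the reads only was the first rule used, and the main rule replaced it after its counts were seen. In all, 682 results under alternatives were compared with the main settings, among them 153 log2 fold changes under other settings and 180 without 1 profile. None of these log2 fold changes, the results that have a direction, reversed. They belong to the named miRNAs, many of them chosen for the largest changes, so that a reversal was unlikely. Other miRNAs are not covered by this comparison.

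The numbers of detected and accumulated pre-miRNAs, of selected miRNAs and of significant sites changed with the thresholds by less than 1.5 times. The same held for the numbers of the study's A-to-I and C-to-U sites that were found. The smaller distances within tissues had the smallest p the design allows under each of the 4 other scales, distances and filters. Larger changes occurred in the numbers of miRNAs higher in a tissue. With total valid reads in place of TMM, 31 miRNAs were higher in kidney (48 in the main fit), 28 in small intestine (50) and 21 in large intestine (42), while the number rose to 231 in neural tissue (161). The lower miRNAs then rose from 18 to 41 in kidney, from 16 to 90 in small intestine and from 18 to 79 in large intestine. They fell from 89 to 46 in neural tissue and from 54 to 49 in muscle. A filter of at least 10 counts in total, with 589 miRNAs tested, gave 238 in neural tissue. Counting only sequences identical to the mature miRNA left 101 in neural tissue (161), 27 in small intestine and 26 in large intestine, with fewer miRNAs tested (262 in place of 370). With 8 tissues as groups, 66 were higher in large intestine. The lower miRNAs in that fit rose to 45 in kidney, 50 in small intestine, 43 in large intestine and 76 in muscle. The cause was not tested. Leaving out 1 profile at a time gave 40 to 56 miRNAs in kidney, 32 to 57 in large intestine, 78 to 98 in muscle, 153 to 165 in neural tissue and 45 to 63 in small intestine, in 8 fits each. Each of these fits left out a profile of another tested group, and never one of the tissue itself, of liver or of lung. The ranges cover the higher miRNAs only. With the replicate number as a block, the numbers of higher miRNAs were 74 in muscle, 47 in kidney, 44 in small intestine and 48 in large intestine. The neural tissues have no numbered replicates, and no paired fit was made for them.

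The share of sites at the 3’ end moved from 90.1% to 92.4% with at least 20 edited reads. With the end judged by the reads only, it was 88.2%, and the cause was not tested. That rule raised the significant A-to-I sites from 33 to 56 and the other central sites from 110 to 176. The number of highly expressed miRNAs fell from 186 to 92 in spinal cord and from 160 to 69 in occipital lobe when at least 4 times the mean of the other tissues was required, and the 2 stayed above the other profiles. Both criteria used RPTM values without TMM factors.

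All but 1 of the named miRNAs kept the side of the threshold in every fit that gave a p. The log2 fold change of mml-miR-10a-5p in kidney ranged from 0.85 to 2.67. It passed with at least 10 counts as the filter (1.56, edgeR adjusted p = 0.012), with 8 tissues as groups (2.67, edgeR adjusted p = 3.5e-06), and without either neural profile (1.52 and 2.45). The others stayed positive, from 2.49 for mml-miR-10b-5p to 12.60 for mml-miR-802-5p. Without 1 profile of the tissue itself, 8 values moved by more than the standard error, for example mml-miR-219-2-3p to 11.08 without occipital lobe and to 8.34 without spinal cord. For the editing levels, 177 of 202 values under alternatives stayed within the intervals of the main levels. Without 3’ tails, most of those that moved fell, among them mml-mir-100_25_C_u in lung (6.08% in place of 10.4%) and large intestine 1 (3.53% in place of 5.71%), and mml-mir-125b-1_25_C_u in kidney 1 (4.61%), lung (4.85%) and small intestine 1 (4.99%). Also under the required 5% fell mml-let-7c_27_A_g in lung (2.72%) and mml-mir-100_25_C_u in muscle 1 (4.91%). The cause was not tested.

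The alternatives for reads matched to the genome, and the one that keeps sequences with an exact genome match, were not run, since no genome sequence was used. Depth limits the sites of the mml-mir-219 family, which have 27 and 11 reads outside the neural tissues, and the rarely covered SNPs.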

Differences from the paper's values

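The number of selected miRNAs was 370, against the paper's reported 320. Counting only sequences identical to the mature miRNA gave 262, any end of the read 378, and reads assigned to a single mature miRNA 370, so that none of these settings reaches the paper's number. The cause was not tested.

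The first 2 principal components held 48.4% and 20.0% of the variance, and the paper's figure gives about 45% and about 19% (Fig. 1c, read by eye). A pseudocount of 0.1 gave 45.6% and 18.5%. Scaling to unit variance gave 46.4% and 17.4%, omitting the filter gave 47.1% and 18.4%, and counting only sequences identical to the mature miRNA gave 47.8% and 21.8%. The level of mml-mir-23b_67_C_u in muscle 2 was 12.9%, and the paper's figure gives about 11% (Fig. 5f, read by eye). Without 3’ tails it was 11.5%.

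The paper names mml-miR-10a-5p among the miRNAs highly expressed in kidney. Its adjusted p from edgeR there was 0.134 with a log2 fold change of 1.69 (2 profiles against 10), and the lung profile had a similar abundance. It passed the threshold with 8 tissues as groups (log2 fold change 2.67), with a filter of at least 10 counts (1.56), and without occipital lobe or without spinal cord (1.52 and 2.45).

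The paper describes the editing level at the position of mml-mir-100_25_C_u as insignificant in its samples, while its Figure 5a lists the site among the C-to-U sites. In the 12 profiles, the site met the criteria in 4, with a level of up to 10.4% in lung. Alignments without 3’ tails left 2 profiles, and a required level of at least 10% left 1, so that no setting tried leaves none. The authors also corrected for cross-mapping on the genome, which was not repeated, and the cause was not tested.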

Other observations

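All tests in this part were chosen only after the result was seen, except that of the read depth over the sites.

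The edited form of mml-miR-1260b was found in all 12 profiles. If its reads came from another transcript with the same sequence, reads that extend upstream by at least 2 nucleotides would not match the pre-miRNA there. Of 4655 reads with the edited form, 966 extended in this way, and in 100% of these the added nucleotides were not those of the pre-miRNA. The same held for the 11 of 79 unedited reads that extended. Another transcript therefore remains a candidate explanation for the level of mml-mir-1260b_29_A_g, and no genome sequence was searched for it.

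In muscle, miR-1-3p had far fewer reads than mml-miR-133a-3p. It begins with the first 6 nucleotides of the adapter, so removal of the adapter could have cut its reads. Reads that begin 1 to 3 nucleotides downstream would then be more frequent than for nearly all other miRNAs. They made up 10.3% of its reads, at the 90th percentile of 130 miRNAs (median 0.373%), below the 95th percentile set as the limit after part of the values had been seen. The share was 5.23% for mml-miR-206-3p, which begins in the same way, and 39.3% for mml-miR-133b-3p, which does not. The test does not single out the adapter, and reads lost entirely would not appear in it.

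For 11 sites with at least 200 reads in each profile and at least 100 edited reads in all, the editing levels of profiles of the same tissue were compared with those of other profiles. The mean distance over the sites was 2.00 within and 4.74 between tissues (exact permutation test, one-sided, p = 0.00013). Singly, 8 of 11 sites passed an adjusted p of 0.05. Of these 8, mml-miR-378a_38_A_g and mml-mir-378a_58_A_g lie at position 16 of mature sequences that differ only at their 3’ ends. Reads can count for both sites, so that the sites are not all distinct. Both are also among the 3 sites related to depth. Read depth over the site was related to the level at 27.3% of the sites (3 of 11, permutation test, two-sided), 2 of them close to the threshold with an adjusted p of 0.0469. Depth may contribute at these 3 sites, and with 12 profiles a smaller relation at the others is not excluded. Differences between library batches were not tested, so that the hypothesis of a difference between tissues cannot be told apart from them.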
